# Mechanically induced pyroptosis enhances cardiosphere oxidative stress resistance and metabolism for myocardial infarction therapy

**DOI:** 10.1038/s41467-023-41700-0

**Published:** 2023-10-02

**Authors:** Yingwei Wang, Qi Li, Jupeng Zhao, Jiamin Chen, Dongxue Wu, Youling Zheng, Jiaxin Wu, Jie Liu, Jianlong Lu, Jianhua Zhang, Zheng Wu

**Keywords:** Regeneration, Tissue engineering, Biomedical engineering, Cardiovascular diseases

## Abstract

Current approaches in myocardial infarction treatment are limited by low cellular oxidative stress resistance, reducing the long-term survival of therapeutic cells. Here we develop a liquid-crystal substrate with unique surface properties and mechanical responsiveness to produce size-controllable cardiospheres that undergo pyroptosis to improve cellular bioactivities and resistance to oxidative stress. We perform RNA sequencing and study cell metabolism to reveal increased metabolic levels and improved mitochondrial function in the preconditioned cardiospheres. We test therapeutic outcomes in a rat model of myocardial infarction to show that cardiospheres improve long-term cardiac function, promote angiogenesis and reduce cardiac remodeling during the 3-month observation. Overall, this study presents a promising and effective system for preparing a large quantity of functional cardiospheres, showcasing potential for clinical application.

## Abstract (web summary)

Therapeutic options for myocardial infarction therapy remain limited. Here the authors report the application of an optimized liquid crystal substrate in the mass production and effective preconditioning of cardiospheres, which could generate cardiospheres with improved cell bioactivity and resistance to oxidative stress for myocardial infarction therapy.

## Introduction

The 30-day mortality following myocardial infarction (MI) was 13.6% on average^1^. When MI occurs, myocardial ischemia causes a series of irreversible pathological processes, such as severe inflammation, massive cell death, and cardiac fibrosis, which ultimately lead to heart failure^2,3^. To date, many clinical and animal studies have shown cell-based therapies as promising approaches to reverse or slow MI disease progression^4–7^.

To pursue satisfactory therapeutic outcomes, many effective cell processing methods have been extensively developed to improve cell bioactivities. Hanging drops, spinner flasks, and three-dimensional (3D) bioprinting have been used to prepare spheroids or organoids^8–10^. By providing mechanical cues, extracellular matrix (ECM), and soluble factors in native niches, the 3D spheroids could promote pluripotency marker expression (*Nanog*, *Oct4*, *Sox2*), cardiac lineage differentiation, paracrine secretion, anti-inflammation, and antisenescence^11–14^. To further improve cell survival in hostile environments and their therapeutic potential, many researchers have suggested that simulating the inflammatory environment with preconditioning strategies could enhance cell resistance to adverse effects. Hypoxia and low-concentration inflammatory factor treatment are widely used preconditioning strategies^15,16^. Following preconditioning treatment, the phenotype of pretreated cells shifted in therapeutically desirable directions, and their abilities to resist inflammation were greatly enhanced^17–19^. These studies demonstrated the feasibility and effectiveness of preconditioning treatment, and they highlighted the significance of enhancing cellular bioactivities and inflammation resistance in damaged tissue regeneration.

Cardiosphere-derived cells (CDCs) are of endogenous cardiac origin^20^ and possess the ability to form 3D spherical clones, cardiospheres (CSps), in vitro^21^. Compared to monolayer CDCs, CSps possessed improved growth factor secretion and cardiac regeneration potential, making them a good cell source for MI therapy^22,23^. Previous reports demonstrated that CSps could regulate the inflammation of infarcted myocardium through immunomodulatory effects^24–26^, and it was proposed that the CDCs polarized macrophages away from the M1 phenotype but not toward a classical M2 state, but to a distinct cardioprotective phenotype that promotes the survival of ischemic cardiomyocytes^27^. Also, the secretion of various growth factors and bioactive molecules from CSps could involve in the vessel network rebuilding process, which were beneficial for reducing ventricular adverse remodeling and hypertrophy^28–31^. These characteristics make CSps a good cell source for MI therapy. Previously, preconditioning CSps with pericardial fluid obtained from myocardial infarction was prepared by our colleagues Zhang et al., and the paracrine function and survival rate of the pericardial fluid-pretreated CSps dramatically increased, exhibiting significant improvement of MI cardiac function, and the DiR-labeled CSps showed cTnT-positive in the infarcted area, indicating the direct differentiation of CSps into cardiomyocytes^32^. Moreover, Zhang et al. reported that pericardial application could serve as a new and effective route for CSps transplantation, and this therapeutic strategy also showed favorable potential for further clinical application^33^.

Cellular physiological activities could be manipulated by the properties of the contacted substrate^34–36^. Liquid-crystal patterns could directly introduce cells into a 3D environment and form cell structures in situ^37^, which may be beneficial for mass spheroid production during large-scale clinical applications. In addition, the alignment of monolayer support cells could form a nematic liquid crystal pattern to induce cell death at the stress localization^38^. Pyroptosis is an inflammation-related cell death program, and the pyroptotic cells could release complex inflammatory signals to affect surrounding cells^39^. Considering the inflammatory signals released from the injured cells would be more efficient in improving the cytoprotective function of the target cells than the artificial stimulus inducer^15^, the phenomenon of liquid crystal pattern to induce cell death might be applied to develop a local dynamic inflammatory milieu and turn this theoretical model into cell product preparation methods. Therefore, using a liquid crystal substrate for pretreated CSps might be a stable, convenient, and effective strategy to achieve mass production and cell function improvement.

In this work, a comprehensive optimized 3D culture platform for effective CSps production and preconditioning are developed using a new kind of cholesteric liquid crystal substrate, octyl hydroxypropyl cellulose ester (OPC)^40^. The OPC substrate could promote 3D spheroid formation and induce cell death with its unique properties of liquid crystals, and the internal cells in the spheroid could be activated by inflammatory factors secreted from the external cells. The bioactivities, metabolism, and function of OPC-CSps are analyzed, and their therapeutic effects on heart function, angiogenesis, inflammatory infiltration, and ventricular remodeling are evaluated in a rat MI model.

## Results

### Liquid-crystal OPC possessed mechanical responsiveness

The synthesis schematic diagram of OPC is shown in Fig. 1a. The polarized light microscopic images revealed that the OPC displayed the characteristics of liquid crystals, including birefringence, fissures, and fingerprint-like texture (Fig. 1b). The atomic force microscope results showed that the surface of the OPC substrate was a nonflat profile with wavy bulges. The height of the grains ranged from 20–35 nm, and the roughness (root mean square height, Sq) was 2.33 ± 0.29 nm (Fig. 1c). The static contact angle of the OPC substrate was 106.49 ± 2.36°, indicating that it had a hydrophobic surface (Fig. 1d). The effect of shear force on the OPC substrate surface was examined. As the X-ray diffraction (XRD) results showed, there were two diffraction peaks before shearing, and peaks at approximately 2*θ* of 20–22° were enhanced following the application of shear force, indicating the rearrangement of the liquid crystal unit (Fig. 1e). In addition, the average crystallization rate and the grain size of the vertical (002) crystal plane were calculated according to the XRD results, and the average crystallization rate increased from 17.91% to 21.48%, and the grain size of the vertical (002) crystal plane increased from 0.69 nm to 1.14 nm. The viscoelasticity of the OPC substrate was examined by a stress-controlled rheometer, and the phase transition was observed. At 1–10 rad, the loss modulus (G″) was higher than the energy storage modulus (G′), and OPC preferred viscous deformation behavior. In contrast, at 10–100 rad, the energy storage modulus (G′) was higher than the loss modulus (G″), indicating an elastic deformation tendency (Fig. 1f). The OPC substrate was nontoxic in cell culture (Fig. 1g).

**Fig. 1:**
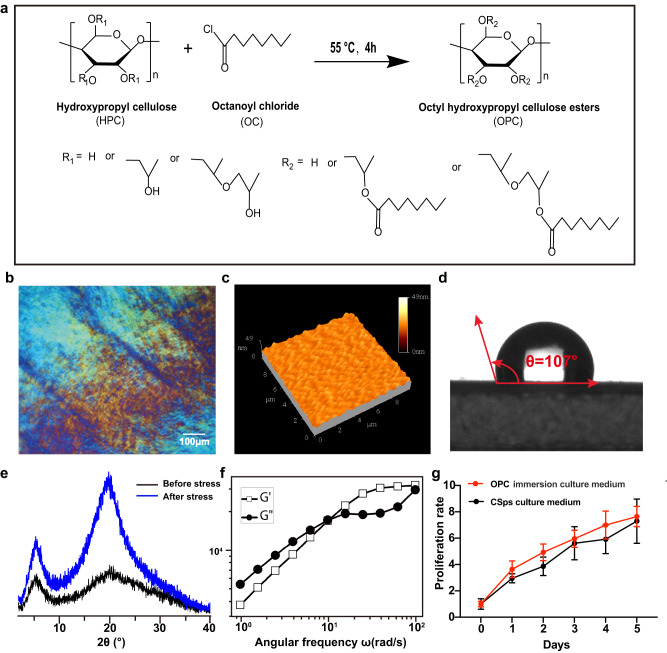
OPC showed liquid crystal characteristics and mechanical responsiveness. **a** Schematic diagram of OPC synthesis. **b** Representative image of OPC under polarized light microscopy, and 10 independent samples were observed. **c** Representative atomic force microscopy results of OPC (*n* = 5). **d** The static contact angle (*θ*) of OPC (*n* = 7). **e** The XRD results of OPC before and after shear force application. **f** The storage modulus (G′) and loss modulus(G″) over 1–100 angular frequency measured by a stress-controlled rheometer. **g** The results of the OPC toxicology test (*n* = 5 biologically independent samples). All data are shown as the mean ± SD, two-way ANOVA (**g**).

### The OPC substrate promoted CSps formation and progenitor phenotypes

The formation of CSps on the polystyrene (PS) substrate, the ultralow attachment (ULA) substrate and the OPC substrate was observed, and different shapes of CSps were acquired (Fig. 2a and Supplementary Fig. 1). The adherent CDCs on the PS substrate converged and formed regular spherical aggregates, and supporting cells surrounded at the base of the PS-CSps. The ULA-CSps were formed by suspended single-cell stacking, and they developed into noncircular, oval, and irregular shapes. On the OPC substrate, CDCs initially attached to the substrate and gradually aggregated to form regular and circular spheroids, and no supporting cells were observed around the OPC-CSps. During the formation of CSps, the sizes of OPC-CSps showed a stable growth tendency compared with the obvious increase of the PS-CSps and the ULA-CSps (Fig. 2b and Supplementary Fig. 1). Following a 3-day cultivation, the sizes of PS-CSps, ULA-CSps, and OPC-CSps were 280.96 ± 40.56 μm, 203.34 ± 69.36 μm, and 120.29 ± 15.34 μm, respectively. In addition, the spheroid density on the OPC substrate was significantly higher than that on the other two substrates (Fig. 2c).

**Fig. 2:**
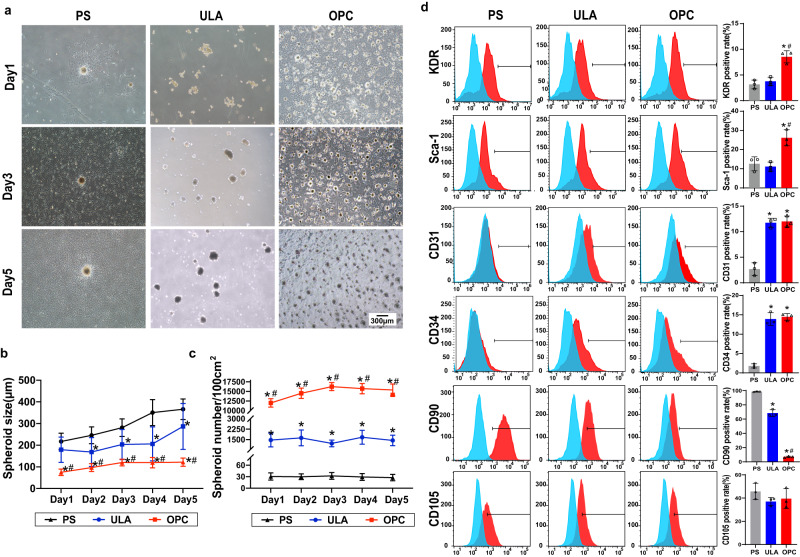
OPC-CSps displayed controllable spheroid size and favorable progenitor cell phenotypes. **a** Morphological change in CSps on the PS, ULA, and OPC substrates. **b** Quantification results of the spheroid size in 5-day cultivation on the PS, ULA, and OPC substrates (*n* = 30 images from 6 independent experiments). **c** Quantification results of the CSps density in 5-day cultivation on each substrate (*n* = 8 from 4 independent experiments). **d** Phenotype characterization of CSps from each group after 3 days of cultivation. The proportions of positive cells relative to the isotype control are shown (*n* = 3 biologically independent samples). All data are shown as the mean ± SD, *P < 0.05 vs. PS, ^#^*P* < 0.05 vs. ULA. One-way ANOVA (**d**) or two-way ANOVA (**b**, **c**).

The expression levels of CSps surface markers were analyzed. Compared to the PS group (KDR:3.15 ± 0.85%, Sca-1: 12.61 ± 3.63%) and the ULA group (KDR: 3.76% ± 0.79%, Sca-1: 11.13 ± 2.39%), the OPC group exhibited the highest expression of KDR (8.55 ± 1.20%) and Sca-1(26.17 ± 4.17%) (*P* < 0.05). In addition, the ULA group (CD31:11.74 ± 0.89%, CD34: 13.91 ± 1.64%) and the OPC group (CD31: 11.99 ± 1.07%, CD34: 14.47 ± 0.85%) showed an increase in the expression of CD31 and CD34 when compared to the PS group (CD31: 2.68 ± 1.24%, CD34: 1.80 ± 0.55%) (*P* < 0.05), along with a decrease in CD90 (PS: 98.47 ± 0.65%, ULA: 68.37 ± 4.81%, OPC: 6.87 ± 1.01%) (*P* < 0.05) and no significant difference in CD105 compared to the PS group (PS: 45.73 ± 7.03%, ULA: 37.03 ± 3.50%, OPC: 39.53 ± 8.51%) (Fig. 2d).

### OPC-induced pyroptosis improved CSps cellular bioactivities and paracrine effects

The expression of caspase-1 was observed in the peripheral cells of the OPC-CSps, while no positive signals were observed in the PS group and the ULA group (Fig. 3a). The transcription levels and protein expression levels of the pyroptosis-related key factors caspase-1 and IL-1β in the OPC group were both significantly upregulated compared with those in the PS group and the ULA group (*P* < 0.05) (Fig. 3b–d). The transmission electron microscope (TEM) analysis was performed to evaluate the cellular ultrastructure. Highly cell aggregation was observed in the ULA-CSps, while there was certain cell-cell space remained in the center of the OPC-CSps (Supplementary Fig. 2). Normal structures of the nucleus, mitochondria, and rough endoplasmic reticulum were observed in the PS group. However, endoplasmic reticulum dilatation, degranulation, and swollen mitochondria were observed in the cells from the ULA group. Moreover, cells in the OPC-CSps showed normal nuclear structures and abundant normal mitochondria. In contrast to the PS group and the ULA group, many microvesicles could be observed on the membrane surface (Fig. 3e). Following a 3-day cultivation, the cell survival rate of the ULA group was markedly lower than that of the PS group. The cell survival rate of the OPC group was significantly higher than that of the ULA group (*P* < 0.05), and it showed no significant difference from the PS group (Fig. 3f). The expression of Ki67 was observed in the center of the PS-CSps and the OPC-CSps, while the Ki67^+^ cells were mostly found in the periphery of the ULA-CSps (Supplementary Fig. 3). Additionally, the proliferation ability of the CDCs from OPC-CSps was significantly higher in the OPC-CSps than that from ULA-CSps (*P* < 0.05), and it showed no significant difference from the PS-CSps (Fig. 3g). In addition, the transcription levels of the cell pluripotency markers *Oct4*, *Nanog*, and *Sox2* (Fig. 3h) and the paracrine-related genes *VEGF*, *HGF*, *IGF-1*, and *bFGF* dramatically increased following OPC culture compared with the PS and ULA groups (*P* < 0.05) (Fig. 3i).

**Fig. 3:**
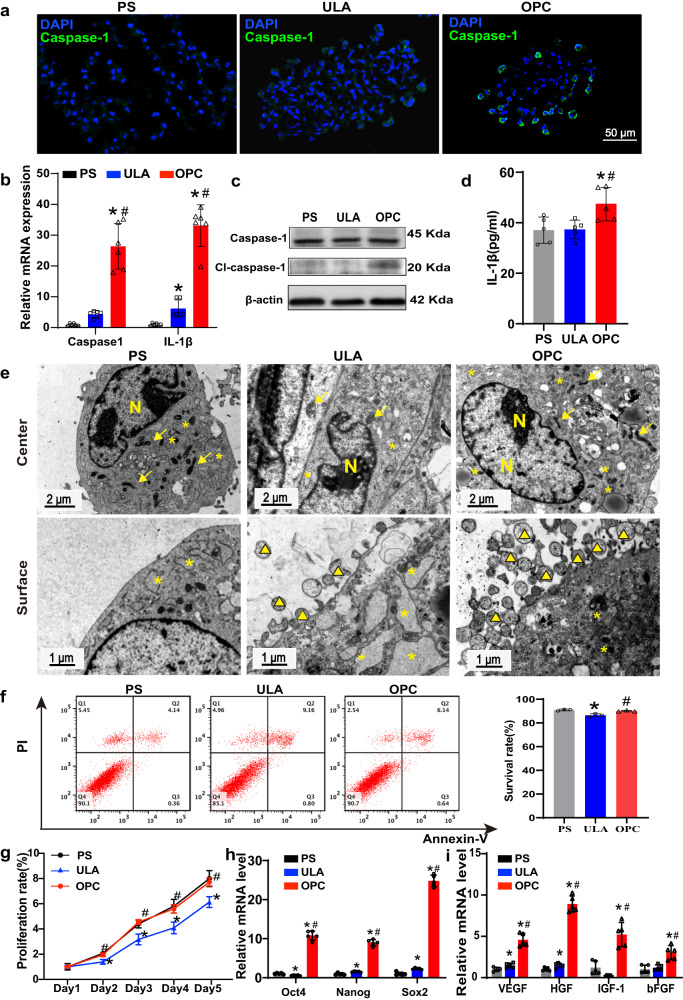
OPC-induced pyroptosis improved CSps cellular bioactivities and paracrine effects. **a** Representative image of caspase-1 immunofluorescence staining results of each group. **b** The mRNA transcription levels of caspase-1 and IL-1β (*n* = 5 biologically independent samples). **c** The protein expression levels of caspase-1 and cl-caspase-1 tested by western blot. **d** The concentration of IL-1β in the cell supernatant after 3 days of cultivation of each group (*n* = 5 biologically independent samples). **e** Representative TEM images of the cell ultrastructure in CSps, and 3 biologically independent samples were observed. N: nucleus, yellow arrows indicate mitochondria, yellow asterisks (*) indicate endoplasmic reticulum, and yellow triangles (**△**) indicate microvesicles. **f** Annexin/PI analysis results of the cell survival rate (*n* = 3 biologically independent samples). **g** Proliferation assay of the CDCs isolated from the PS-CSps, ULA-CSps, and OPC-CSps (*n* = 5 biologically independent samples). **h** The mRNA transcription levels of *Oct4*, *Nanog*, and *Sox2* (*n* = 5 biologically independent samples). **i** The mRNA transcription levels of *VEGF, bFGF, HGF*, and *IGF-1* (*n* = 5 biologically independent samples). All data are shown as the mean ± SD, *P < 0.05 vs. PS, ^#^*P* < 0.05 vs. ULA, one-way ANOVA (**d**, **f**) or two-way ANOVA (**b**, **g**, **h**, **i**).

### OPC substrate improved the mitochondrial function of CSps by enhancing oxidative phosphorylation and decreasing glycolysis

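Cardiosphere-derived cells (CDCs) from rat heart were cultured for 3 days on the polystyrene (PS), ultralow attachment (ULA) and OPC substrates, and RNA from 3 biological replicates of each group was sequenced, giving 9 libraries. The authors aligned the reads to the rn6 genome with HISAT2 and counted them per gene, and deposited a value per gene and library. No source names the unit of these values. They are not whole numbers and sum to 444736.4 to 460731.7 per library. For most genes with low values, the ratio of 2 libraries is a ratio of whole reads at 1 common step, so the values were read as FPKM (fragments scaled by gene length and library size). The reads behind each library are therefore known only relative to each other, at 0.869 to 1.17 times those of the first PS library, and no absolute depth or counting interval can be given. A gene listed at 0 may have had too few reads to be seen. Of 19919 genes listed, the 12513 with an FPKM of at least 1 in at least 3 libraries were tested. Values were transformed as log2(FPKM + 1), which understates the change of low genes, and the 3 groups were compared in 1 limma fit with Benjamini-Hochberg adjustment. DEGs were genes with an adjusted p of at most 0.05 and a |log2FC| of at least 1. The sources do not say whether replicates came from separate animals, so the p-values measure the spread between these cultures.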

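Between the OPC group and the ULA group, 542 genes were DEGs, of which 227 were higher and 315 were lower in the OPC group. Of the genes that fell, Ndrg1 and Txnip had the largest changes. Ndrg1, which is induced by low oxygen, lies on chromosome 7 of rn6 from 107734323 to 107775714 and had 4.93 ± 0.703 FPKM (SD, n = 3) in the OPC group and 218 ± 16.8 in the ULA group, with a log2FC of -5.21 (standard error 0.10, adjusted p = 2.82e-09 from limma). Txnip, whose product binds thioredoxin and limits glucose uptake, lies on chromosome 2 from 198683159 to 198686974 and had 8.63 ± 1.68 FPKM in the OPC group and 339.9 ± 5.23 in the ULA group, with a log2FC of -5.16 (standard error 0.11, adjusted p = 3.27e-09 from limma). The carbonic anhydrase gene Car12 fell from 39.6 ± 4.90 FPKM in the ULA group to 0.367 ± 0.207 in the OPC group. Angptl8, a secreted regulator of lipoprotein lipase whose gene overlaps Dock6 on the opposite strand, fell from 122 ± 13.7 to 5.93 ± 1.27 FPKM. The membrane protein gene Tmem255b fell from 29.0 ± 2.61 to 0.377 ± 0.314 FPKM. The largest rise was in Cyp1a1, a cytochrome P450 gene induced through the aryl hydrocarbon receptor, on chromosome 8 from 62472095 to 62478147. It had 133 ± 27.4 FPKM in the OPC group and 3.71 ± 0.612 in the ULA group, with a log2FC of 4.82 (standard error 0.27, adjusted p = 8.53e-07 from limma). The aldehyde dehydrogenase gene Aldh3a1 rose from 17.5 ± 4.42 to 216 ± 40.9 FPKM (log2FC 3.57, adjusted p = 2.15e-05 from limma). The chemokine gene Cxcl13 rose from 43.2 ± 2.40 to 307 ± 40.0 FPKM. Edn1, which encodes the vasoconstrictor endothelin 1, had 8.41 ± 4.38 FPKM in the OPC group and 0.242 ± 0.172 in the ULA group, and its log2FC of 2.83 became 4.67 with a pseudocount of 0.1. For each of these 9 genes, the 3 libraries of the OPC group did not overlap the 3 of the ULA group, which was a condition for naming them. With a pseudocount of 0.1 in place of 1, 892 genes were DEGs. With no fold threshold, 6751 of the tested genes had an adjusted p of at most 0.05 from limma. Of these, more were higher (4034) than lower (2717) in the OPC group, unlike the DEGs. The median log2FC of all genes tested was 0.059, and -0.003 after upper-quartile rescaling of the libraries. Whether this balance of higher and lower genes depends on the scaling was not tested.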

The results of RNA-sequencing (RNA-Seq) analysis showed that there were 1251 differentially expressed genes (DEGs) between the ULA group and the OPC group (Fig. 4a), and 232 DEGs were not among the DEGs of PS vs. ULA or PS vs. OPC (Fig. 4b). 

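Genes of glycolysis, of the response to low oxygen and of sterol synthesis held more of the DEGs between the OPC group and the ULA group than lists of their size would hold by chance. These lists were written from textbook biology and from the pathways the paper names for these libraries, before the data were examined, so they are not independent of the paper's own analysis. KEGG's own gene sets were not used here. Of 20 measured genes for glycolysis enzymes and for glucose or lactate transporters, 13 were DEGs where 0.9 would be drawn by chance (adjusted p = 1.56e-12 from a one-sided hypergeometric test with Benjamini-Hochberg adjustment). Of 39 other targets of hypoxia and HIF-1, 23 were DEGs where 1.7 would be drawn (adjusted p = 4.45e-20 from the same hypergeometric test). Of 21 genes of sterol and terpenoid backbone synthesis, 11 were DEGs (adjusted p = 1.75e-09 from the same hypergeometric test). In camera, each of these 3 lists had an adjusted p = 0.162 with an estimated correlation. Across 27 lists, 9 passed the hypergeometric test in the comparison of the OPC group with the ULA group, and 0 passed camera with an estimated correlation. Of the 21 sterol genes, 19 were higher in the OPC group at an adjusted p of at most 0.05 from limma, the same number when adjusted over the list alone, and the other 2 did not pass. Hmgcs1, which makes the precursor of mevalonate, had 80.0 ± 1.33 FPKM (SD, n = 3) in the PS group, 10.2 ± 0.349 in the ULA group and 41.8 ± 3.88 in the OPC group (OPC vs ULA log2FC 1.93, standard error 0.06, adjusted p = 2.99e-08 from limma). In the same order, Cyp51, which demethylates lanosterol, had 88.1 ± 2.96, 9.24 ± 0.961 and 33.7 ± 0.214 FPKM. Msmo1 had 123 ± 1.59, 12.4 ± 1.40 and 42.9 ± 2.37 FPKM, and Fdps, the farnesyl diphosphate synthase gene, had 71.9 ± 1.3, 15.7 ± 0.422 and 30.4 ± 0.451 FPKM. The sterol list had an adjusted p of 1.04e-08 from camera with a preset correlation between genes of 0.01, against the adjusted p = 0.162 with an estimated correlation. Against the PS group the sterol list went the other way, with 17 genes lower and 2 higher in the OPC group (the same when adjusted over the list alone) and a median log2FC of -0.88. That comparison had an adjusted p of 1.03e-06 from camera, and an adjusted p = 0.162 with an estimated correlation. Of 21 cytokine and chemokine genes, 14 were higher and 2 lower in the OPC group (15 and 3 when adjusted over the list alone). The neutrophil chemokine genes Cxcl1 and Cxcl3, close paralogs that may share reads, rose from 726 ± 59.5 to 2047 ± 58.3 FPKM and from 65.9 ± 7.81 to 307 ± 9.58 FPKM. Ccl20, a chemokine for cells with the receptor CCR6, rose from 25.8 ± 1.71 to 91.3 ± 6.12 FPKM, and Csf1, a growth factor of macrophages, rose from 54.1 ± 0.707 to 91.0 ± 2.53 FPKM. The interleukin-6 family gene Lif fell from 132 ± 12.3 to 106 ± 2.30 FPKM. Il11 was near the floor, with 1.64 ± 0.251 FPKM in the ULA group and 1.01 ± 0.285 in the OPC group, and its adjusted p of 0.0376 from limma rose to 0.127 without the first OPC library. The cytokine list had an adjusted p of 6.79e-04 from camera, and an adjusted p = 0.30 with an estimated correlation. Of 19 genes of the tricarboxylic acid cycle and pyruvate dehydrogenase, 8 were higher and 3 lower in the OPC group (9 and 3 when adjusted over the list alone; adjusted p = 0.281 from camera). Of 63 nuclear-encoded genes of respiratory complexes I, III, IV and V, 17 were higher and 10 lower (the same when adjusted over the list alone; adjusted p = 0.973 from camera).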

Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis showed that metabolic pathways, glycolytic/glycogenic pathway, and the HIF-1 signaling pathway are the top 3 significant signaling pathways of the DEGs between the OPC-CSps and the ULA-CSps (Fig. 4c). Moreover, gene set enrichment analysis (GSEA) also revealed the downregulation of the hypoxic and glycolytic components in the OPC-CSps compared to the ULA-CSps (Fig. 4d). 

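Most genes of both groups were lower in the OPC group than in the ULA group. Of the 20 glycolysis and transporter genes, 18 were lower and Pfkm was higher at an adjusted p of at most 0.05 from limma. Of the 39 other hypoxia and HIF-1 targets, 33 were lower and 3 higher (the same numbers when adjusted over each list alone). The 2 lists had median log2FCs of -1.12 and -1.28, against 0.06 over all genes tested. Slc2a1, the glucose transporter GLUT1, lies on chromosome 5 of rn6 from 138154673 to 138182897 and had 68.6 ± 4.37 FPKM (SD, n = 3) in the OPC group and 317 ± 17.5 in the ULA group, with a log2FC of -2.19 (standard error 0.06, adjusted p = 1.69e-08 from limma). Slc16a3, the lactate exporter MCT4, fell from 37.7 ± 0.476 to 9.01 ± 0.529 FPKM (log2FC -1.95, standard error 0.05, adjusted p = 9.93e-09 from limma). The glycolysis enzyme genes Pgk1 and Eno1 fell from 865 ± 51.8 to 228 ± 7.57 FPKM and from 841 ± 37.1 to 352 ± 11.7 FPKM. Pfkm, the muscle form of phosphofructokinase, was at 18.0 ± 0.234 FPKM in the ULA group and 20.5 ± 0.278 in the OPC group, and its log2FC of 0.18 was 0.11 after upper-quartile rescaling. Among the hypoxia targets, Ero1a, an oxidase of the endoplasmic reticulum that forms disulfide bonds, lies on chromosome 15 from 19619973 to 19655381 and fell from 737 ± 74.2 to 44.7 ± 3.15 FPKM (log2FC -4.01, standard error 0.08, adjusted p = 2.61e-09 from limma). Bnip3, a mitophagy receptor, fell from 517 ± 31.8 to 74.4 ± 3.11 FPKM, and Higd1a, a small mitochondrial protein gene, fell from 184 ± 8.25 to 37.3 ± 2.40 FPKM. Edn1 and Fut11, a fucosyltransferase gene, were among the hypoxia targets that rose. Fut11 had a log2FC of 0.20 and was named after its value was seen. With camera, which compares a list with all other genes tested, the adjusted p was 2.71e-13 for glycolysis and 1.35e-16 for the hypoxia targets. Each list had an adjusted p = 0.162 with an estimated correlation. The hallmark gene sets of MSigDB were not used here.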

The oxidative phosphorylation genes in the OPC group, including *CS*, *COXII*, *IDH2*, *SDHA*, and *MDH2*, were notably upregulated compared with those in the PS and ULA groups (*P* < 0.05). Compared to the ULA group, the key genes of the glycolytic pathway, *HK2*, *LDHA*, and *PFKL*, dramatically decreased in the OPC group (*P* < 0.05) (Fig. 4e). In addition, the transcription levels of these three genes showed no difference between the PS group and the OPC group. Compared to the PS-CSps and the ULA-CSps, the 2-(N-(7-nitrobenz-2-oxa-1,3-diazol-4-yl) amino)−2-deoxyglucose (2-NBDG) uptake level of the OPC-CSps significantly decreased (*P* < 0.05) (Fig. 4f). The lactate production by the OPC-CSps was markedly lower than that by the ULA-CSps, and it was significantly higher than that by the PS-CSps (*P* < 0.05) (Fig. 4g). Among these three groups, the OPC-CSps had the highest ATP production level (Fig. 4h).

**Fig. 4:**
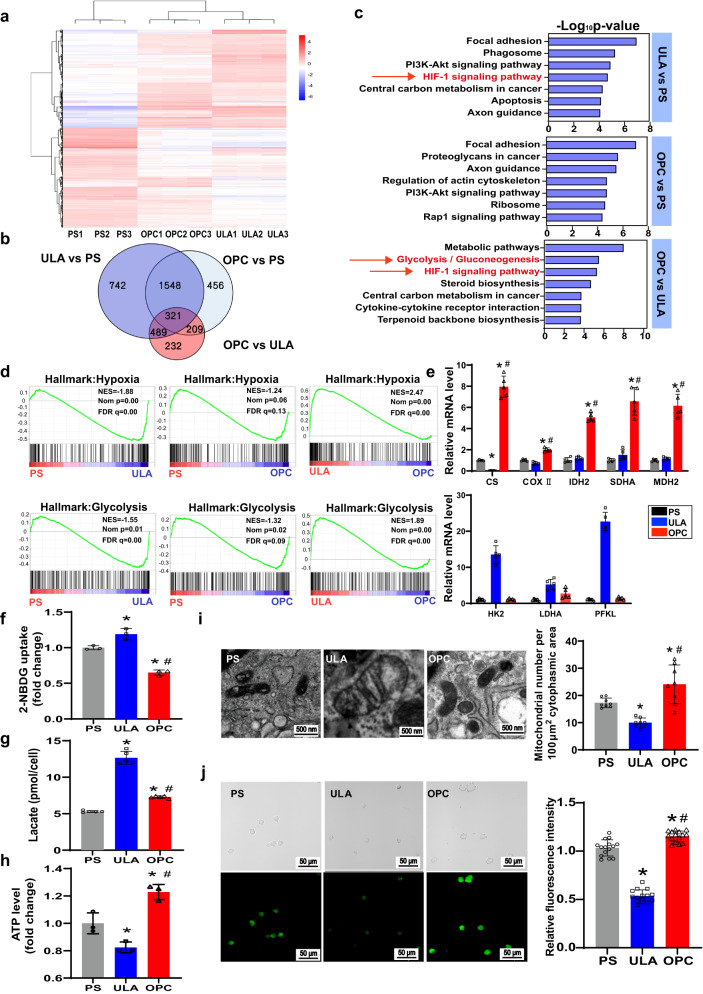
OPC substrate improved the mitochondrial function of CSps by enhancing oxidative phosphorylation and decreasing glycolysis. **a** Hierarchical cluster analysis of upregulated (red) and downregulated (blue) genes after culture on different substrates for three days. **b** The DEGs from the hierarchical cluster analysis were interpreted in the Venn diagram. The DEGs with a |log2FC| ≥ 1 and a non-adjusted *P* value *≤* 0.05 were identified by DESeq (1.28.0). **c** KEGG analysis of the top 7 significant pathways (*P* value < 0.05). **d** GSEA revealed that the genes of the hallmark MSigDB collection were mainly enriched in hypoxia- and glycolysis-related pathways. NES, normalized enrichment score; NOM p, nominal *P* value; FDR q, false discovery rate *q* value. **e** mRNA transcription levels of the genes in the metabolic oxidative phosphorylation pathway (*CS*, *COXII*, *IDH2*, *SDHA*, and *MDH2*) and the glycolytic pathway (*HK2*, *LDHA*, and *PFKL*) (*n* = 5 biologically independent samples). **f** Measurement of glucose uptake by CSps using 2-NBDG (*n* = 3 biologically independent samples). **g** Lactate release level of CSps (*n* = 5 biologically independent samples). **h** The ATP levels of CDCs isolated from the CSps of each group (*n* = 3 biologically independent samples). **i** Representative TEM images of the mitochondrial morphology from each group, and the density of the mitochondria from each group was quantified (*n* = 8 images from 2 experiments). **j** Rhodamine 123 staining results of mitochondrial membrane potential, and the fluorescence intensity of the CDCs isolated from CSps of each group were measured (*n* = 15 images from 3 experiments). All data are shown as the mean ± SD, *P < 0.05 vs. PS, ^#^*P* < 0.05 vs. ULA. One-sided student’s *t* test (**b**), one-sided hypergeometric test with Benjamini–Hochberg multiple testing correction (**c**), one-way ANOVA (**f**–**j**) or two-way ANOVA (**e**).

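The 3 culture groups stood apart from each other, and the OPC group lay closer to the ULA group than to the PS group. Pearson's r between libraries, taken across the genes tested, was 0.987 to 0.991 within groups, and averaged 0.953 between OPC and ULA libraries, 0.905 between OPC and PS libraries and 0.874 between ULA and PS libraries. Genes are not independent replicates, so no p is given for these values. Average-linkage clustering separated the PS libraries from the others first, and then the ULA libraries from the OPC libraries.

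**Figure D1:**
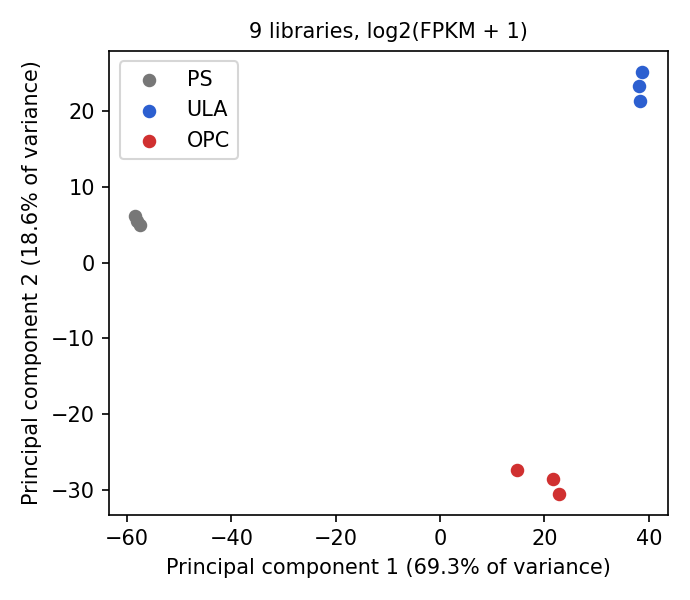
Principal components 1 and 2 of log2(FPKM + 1) over the genes tested, with each axis giving its share of the variance and each point a library of the PS, ULA or OPC group. Component 1 holds 69.3% of the variance and places the PS libraries at one end, and component 2 holds 18.6% and separates the OPC from the ULA libraries.

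Relative to the PS group, 1978 genes were DEGs in the ULA group (1053 higher, 925 lower) and 1591 in the OPC group (826 higher, 765 lower). Mmp13, a collagenase gene, rose from 1.00 ± 0.46 FPKM (SD, n = 3) in the PS group to 156 ± 16.7 in the ULA group (log2FC 6.31, standard error 0.15, adjusted p = 8.5e-10 from limma) and 174 ± 21.6 in the OPC group (log2FC 6.46, standard error 0.15, adjusted p = 1.18e-09 from limma). Mmp3, the stromelysin 1 gene, rose in the ULA group from 1.25 ± 0.600 to 85.7 ± 9.23 FPKM, and Apoe, which carries lipids, rose from 35.4 ± 6.36 to 1396 ± 78.8 FPKM. The ULA group also had Ndrg1 at a log2FC of 5.86 and Angptl8 at 6.20 above the PS group. In the OPC group, Cxcl13 (log2FC 6.85), Aldh3a1 (6.84) and Cyp1a1 (6.63) had the largest rises over the PS group, and Pcp4, which encodes a calmodulin-binding protein, rose from 0.331 ± 0.265 to 91.6 ± 11.4 FPKM. Acta2, which encodes smooth muscle actin, had 2487 ± 39.8 FPKM in the PS group, 41.7 ± 1.76 in the ULA group and 94.9 ± 27.0 in the OPC group. Tagln, which overlaps Sidt2 on the same strand, had 1850 ± 5.38 FPKM in the PS group, 33.5 ± 1.41 in the ULA group and 89.8 ± 26.0 in the OPC group. Calponin 1 (Cnn1) fell in the OPC group from 22.7 ± 0.0793 to 0.125 ± 0.0969 FPKM, and its log2FC of -4.40 became -6.75 with a pseudocount of 0.1. Il1rl1, the receptor of interleukin-33, had 223 ± 2.67 FPKM in the PS group, 1.14 ± 0.145 in the ULA group and 7.53 ± 3.14 in the OPC group. Edn1 fell by 7.55 on the log2 scale in the ULA group and fell by 4.72 in the OPC group. The clearance receptor gene of natriuretic peptides, Npr3, also fell in the ULA group from 235 ± 10.6 to 2.30 ± 0.850 FPKM.
Of the DEGs, 76 were called between the OPC and ULA groups and in neither comparison with the PS group, 55.3% of them higher in the OPC group (39.2% of 74 after upper-quartile rescaling). A further 241 were called between OPC and ULA and between ULA and PS, 87 between OPC and ULA and between OPC and PS, and 138 in all 3 comparisons. There were 1013 called in both comparisons with the PS group and not between OPC and ULA, 586 only between ULA and PS, and 353 only between OPC and PS. These regions count genes that passed the thresholds, and the difference between comparisons was not tested. Both comparisons with the PS group use the same 3 PS libraries. They shared 1151 DEGs, 1150 of them changed in the same direction. In 20 simulations with the spread of these libraries and no changed gene, 0 were shared on average. With no changed gene almost no DEGs arise, so this 0 does not show what lists of these sizes would share. Independent lists of these sizes would share 69.5 higher and 56.6 lower genes, and 544 and 606 were shared. Across genes, the log2FCs of the 2 comparisons had r = 0.826 and a covariance of 0.546, against 0.499 and 0.0093 in the simulations. The 0.0093 is what the spread between the shared PS libraries adds to the covariance, which is little of 0.546. A deviation common to all 3 PS libraries would not be in it, and they are too few to be split.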

The TEM results showed that the mitochondria in the CDCs of ULA-CSps exhibited obvious swelling, vacuolization, and cristae breakage, while the mitochondria in the CDCs of OPC-CSps and the PS-CSps maintained normal cristae morphology. Furthermore, the density of mitochondria was significantly increased in the OPC group compared to the PS group and the ULA group (*P* < 0.05) (Fig. 4i). Mitochondrial membrane potential levels of the CDCs in CSps were evaluated by immunofluorescence staining of rhodamine 123 fluorescence intensity, and the membrane potential level was significantly enhanced in the cells of OPC group compared to those of the PS group and the ULA group (*P* < 0.05) (Fig. 4j).

### OPC-CSps showed enhanced oxidative stress resistance and anti-inflammatory effect

H_2_O_2_ stimulation was used to test cellular oxidative stress resistance. As shown in Fig. 5a, b, after exposure to H_2_O_2_ for 24 h, the fluorescence intensity of the ULA group was significantly lower than that of the PS group(*P* < 0.05). Moreover, the fluorescence intensity of the OPC group further decreased compared to the PS group and the ULA group, suggesting that OPC-CSps generated the least reactive oxygen species (ROS) and superoxide under an oxidative stress environment. Following 12 h of H_2_O_2_ stimulation, the percentage of viable cells in the OPC group (73.7 ± 1.4%) was significantly higher than that in the PS group (59.7 ± 7.5%) and the ULA group (59.2 ± 5.4%) (*P* < 0.05) (Fig. 5c). There was no difference in the cell survival rate between the PS-CSps and the ULA-CSps. Following 24 h of H_2_O_2_ stimulation, a similar trend in the survival rate was observed among the three groups, and the survival rates of the PS, ULA, and OPC groups were 1.5 ± 0.7%, 5.4 ± 2.1%, and 31.7 ± 4.7%, respectively (Fig. 5d). The anti-inflammatory effects were also examined. Following 12 h of TNF-α stimulation, the survival rates of the PS, ULA, and OPC groups were 50.0 ± 3.7%, 53.8 ± 4.5%, and 66.3 ± 3.0%, which were significantly lower than the control group, while the cells from the OPC-CSps group exhibited the best anti-inflammatory effect among three groups (Fig. 5e).

**Fig. 5:**
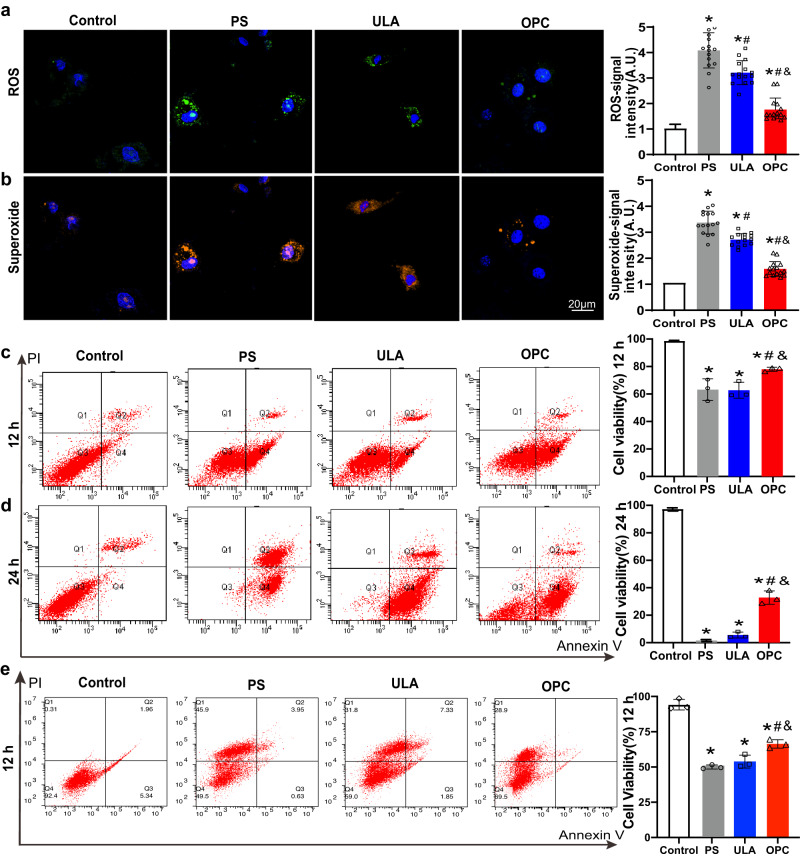
Improvement in oxidative stress resistance in OPC-CSps following H_2_O_2_-induced injury. Representative images and corresponding quantitative results of the (**a**) ROS and (**b**) superoxide fluorescence intensity following 24 h of H_2_O_2_ stimulation (*n* = 15 images from 3 experiments). The percentages of viable cells from each group following (**c**) 12 h and (**d**) 24 h H_2_O_2_ stimulation were determined by Annexin V/PI flow cytometry analysis (*n* = 3 biologically independent samples). **e** The percentages of viable cells from each group following 12 h of TNF-α stimulation were determined by Annexin V/PI flow cytometry analysis (*n* = 3 biologically independent samples). All data are shown as the mean ± SD, *P < 0.05 vs. Control, ^#^*P* < 0.05 vs. PS, ^&^*P* < 0.05 vs. ULA, one-way ANOVA.

### Long-term cardiac function improvement following OPC-CSps transplantation in a rat MI model

In vivo live imaging was performed to detect the survival rate of transplanted OPC-CSps within the infarct area. The survival rate of transplanted OPC-CSps was 53.83 ± 9.01% at week 2 and 16.18 ± 3.68% at week 4 (Fig. 6a, b). According to the echocardiography results, serious motor dysfunction of the anterior ventricular wall was observed in the vehicle group following ligation. However, motor function was maintained in the OPC-CSps group compared to the vehicle group. The results also revealed that the OPC-CSps group significantly improved cardiac function starting at week 4, and this tendency was sustained throughout the 12-week observation (Fig. 6c). Compared to the vehicle group, the OPC-CSps group showed a remarkable increase in left ventricular fractional shortening (LVFS) and left ventricular ejection fraction (LVEF) (*P* < 0.05) (Fig. 6d, f). The LVEF and LVFS at week 12 relative to week 4 of the vehicle group decreased by 2.74 ± 2.33% and 2.51 ± 1.24%, respectively. In contrast, the OPC-CSps group showed a 10.12 ± 2.57% improvement in LVEF and 4.54 ± 2.33% in LVFS at week 12 relative to week 4 (Fig. 6e, g). In addition, compared to the vehicle group, the OPC-CSps group showed a significant reduction in left ventricular internal diameters both in systole (LVIDs) and diastole (LVIDd) at week 8 and week 12 (*P* < 0.05) (Fig. 6h–k).

**Fig. 6:**
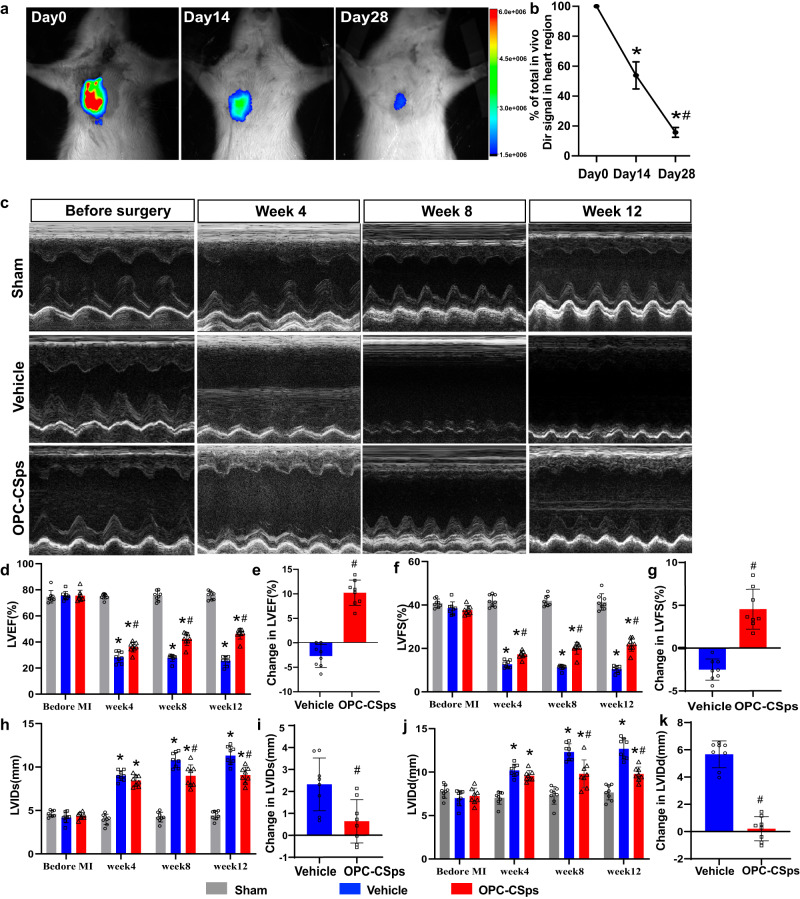
OPC-CSps improved long-term MI cardiac functions. **a** Representative image of DiR-labeled OPC-CSps at the instant, 14th, and 28th day after transplantation. **b** Quantification results of the survival of OPC-CSps in vivo at 28 days. (*P < 0.05 vs. D0, ^#^*P* < 0.05 vs. D14, *n* = 8 rats). **c** Representative M-mode echocardiography images of the sham group, the vehicle group, and the OPC-CSps group. **d** LVEF of each group over 12 weeks. **e** The relative changes in LVEF at week 12 relative to week 4. **f** LVFS of each group over 12 weeks. **g** The relative changes in LVFS at week 12 relative to week 4. **h** The change in LVIDs over 12 weeks. **i** The relative changes in LVIDs at week 12 relative to week 4. **j** The change in LVIDd over 12 weeks. **k** The relative changes in LVIDd at week 12 relative to week 4. All data are presented as the mean ± SD, *P < 0.05 vs. sham, ^#^*P* < 0.05 vs. vehicle, Two-sided student’s t test (**e**, **g**, **i**, **k**), one-way ANOVA (**b**) or two-way ANOVA (**d**, **f**, **h**, **j**). For (**d**–**k**), *n* = 8 rats.

### OPC-CSps protected infarcted myocardium from inflammation, apoptosis, and hypertrophy

Compared to the vehicle group, the OPC-CSps group exhibited a significant cardioprotective effect (Fig. 7a, b). Clear vascular structures at the infarct region border were observed in the vehicle group and the OPC-CSps group. However, compared to the vehicle group, there were fewer perivascular collagens in the OPC-CSps group (Fig. 7a). Compared to the sham group, an increase in the size of the infarct area (29.25 ± 3.63%) and a decrease in myocardial tissue retention (23.66 ± 3.52%) were observed in the vehicle group. Compared to the vehicle group, the OPC-CSps group showed a significant decrease in infarct area size (18.54 ± 3.19%) and an increase in retained myocardial tissue (41.69 ± 7.99%) (Fig. 7c, d). Compared to the vehicle group (0.60 ± 0.06 mm), the thickness of the left ventricular wall was higher in the OPC-CSps group (1.27 ± 0.19 mm), which reached 46% of the normal left ventricle wall thickness (2.71 ± 0.28 mm) (Fig. 7e).

**Fig. 7:**
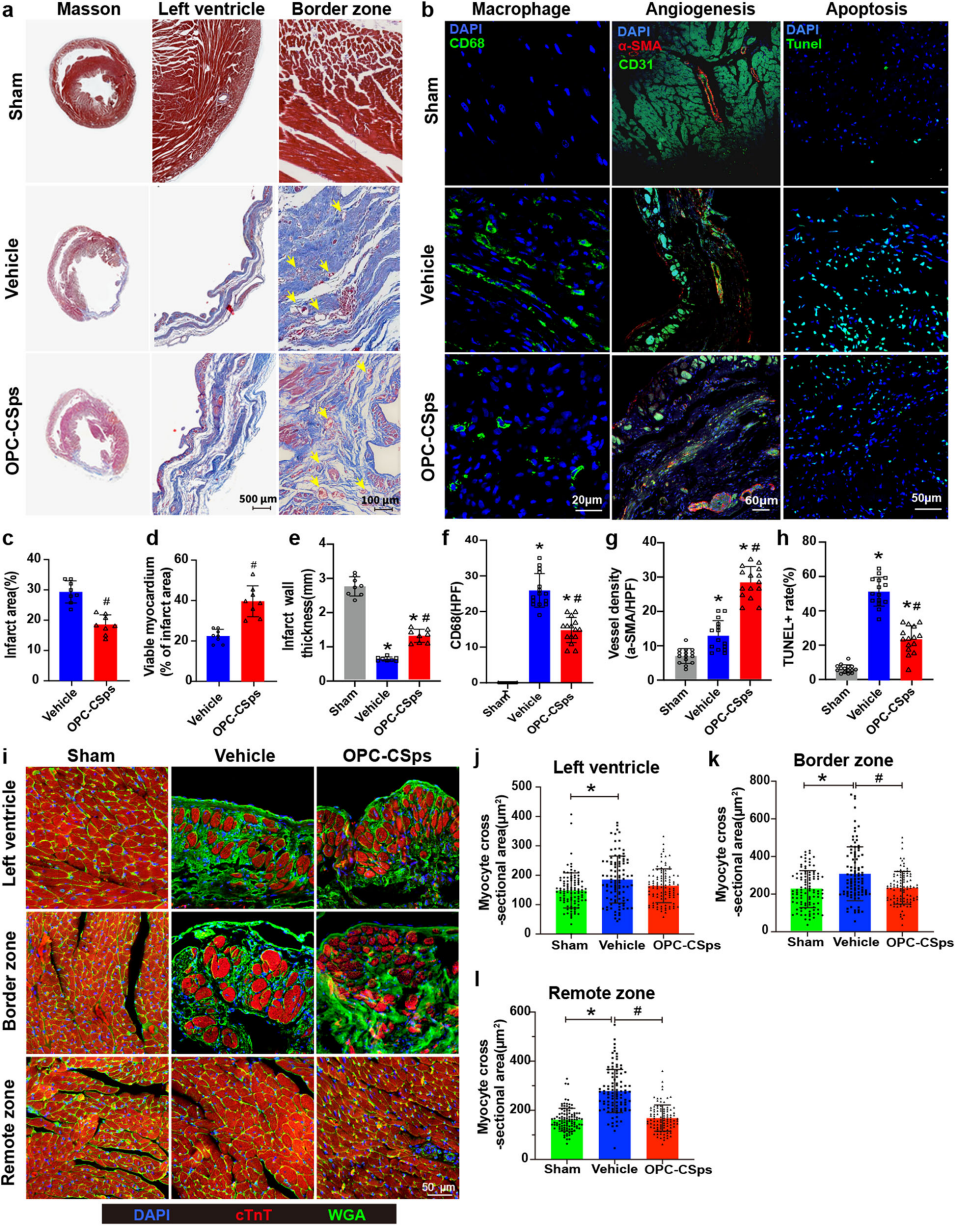
The reduction in cardiac inflammation, apoptosis, and hypertrophy after OPC-CSps transplantation. **a** Representative images of Masson trichrome staining 12 weeks following MI, and yellow arrows mark the blood vessels in the border of the infarct area. (*n* = 8 rats). **b** Representative images of CD68^+^ macrophages in the peri-infarct zone 2 weeks following MI, α-SMA^+^ CD31^+^ vessels in the infarct zone 12 weeks following MI, and TUNEL^+^ cells in the peri-infarct zone 12 weeks following MI (*n* = 15 images from 3 rats). Spilt channels of the α-SMA and CD31 staining results are shown in Supplementary Fig. 4 (*n* = 15 images from 3 rats). **c** Quantitative results of the infarct area (*n* = 8 rats*)*. **d** The percentage of viable myocardium at the infarct area *(n* = 8 rats*).* **e** Quantitative results of infarct wall thickness *(n* = 8 rats*).* **f** The quantitative results of CD68^+^ macrophages per HPF assessed by ImageJ software V1.8.0.112. HPF high-power field (*n* = 15 images from 3 rats). **g** The quantitative results of vessel density of each group (*n* = 15 images from 8 rats). **h** The quantitative results of the TUNEL^+^ rate assessed by ImageJ software V1.8.0.112 (*n* = 15 images from 8 rats). **i** Representative images of WGA staining of heart tissues shown in different regions at 12 weeks. The cardiomyocyte membrane was stained with WGA (green), cardiomyocytes were identified by staining for cTnT (red), and DAPI showed nuclei. Quantitative analysis of cardiomyocyte cross-sectional area from **j** the left ventricle, **k** the border zone, and **l** the remote zone (*n* = 15 images from 8 rats). Each data point is represented as the mean ± SD, *P < 0.05 vs. sham, ^#^*P* < 0.05 vs. vehicle, Two-sided student’s *t* test (**c**, **d**) or one-way ANOVA (**e**, **f**, **g**, **h**, **j**, **k**, **l**).

For cardiac inflammation evaluation, CD68^+^ macrophages were calculated. In the sham group, macrophage infiltration was scarcely observed, and the number of CD68^+^ macrophages in the vehicle group significantly increased compared to that in the sham group (*P* < 0.05). In the OPC-CSps group, the number of CD68^+^ macrophages significantly decreased compared to that in the vehicle group (*P* < 0.05) (Fig. 7b, f). The structure and distribution of the vessels in the LV wall were observed by α-SMA and CD31 immunofluorescence co-staining. The vessel lumen could be obviously observed in the sham, vehicle, and OPC-CSps groups. Compared to the sham group, the vessel density of the vehicle group and the OPC-CSps group both significantly increased (*P* < 0.05). Compared to the vehicle group, a significantly higher vascular density (*P* < 0.05) and mature large-diameter blood vessels (>100 μm) were observed in the OPC-CSps groups (Fig. 7b, g, Supplementary Fig. 4). Terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling (TUNEL) staining results showed that the percentage of apoptotic cells in the vehicle group (62.71 ± 10.17%) was significantly higher than that in the sham group, and a significant decrease was observed in the OPC-CSps group (29.11 ± 9.54%) (*P* < 0.05) (Fig. 7b, h).

As the wheat germ lectin (WGA) staining results showed, the average cardiomyocyte cross-sectional area was significantly higher in the infarct zone, border zone, and remote zone in the vehicle group than in the sham group (*P* < 0.05). However, in the border zone and the remote zone, the OPC-CSps group exhibited smaller cardiomyocyte sizes than the vehicle group (*P* < 0.05), and no significant differences were observed between the sham group and the OPC-CSps group in all areas measured (Fig. 7i–l).

## Discussion

Substantial progress in MI cell therapy has been widely reported, and improving transplanted cell survival and therapeutic outcomes remain the key issues to be addressed. Optimizing the culture system had great significance in obtaining abundant transplanted cells with favorable bioactivities. This study aimed to improve the therapeutic potential of CSps by optimizing their culture substrate. The prepared OPC substrate was a kind of cholesteric liquid crystal obtained by the esterification between HPC and OC. When cultured on the OPC substrate, CDCs could spontaneously form homogenous 3D spheroids at a high density, which was beneficial for quickly acquiring sufficient CSps in clinical applications. Compared with the PS substrate and the ULA substrate, CSps cultured on the OPC substrate could be activated and exhibited a superior paracrine effect, enhanced metabolic state, and improved oxidative stress resistance in the unique pyroptosis microenvironment. In a rat MI model, CSps prepared by OPCs showed a long-term cardioprotective effect within 12 weeks. A decrease in host cell apoptosis, improvement in angiogenesis, and reduction in ventricular remodeling were observed following OPC-CSps transplantation.

For producing highly functional CSps, preparing the proper cell culture substrate is the first and vital step. In this study, liquid-crystal OPC was synthesized using HPC as the rigid chain and OC as the flexible chain (Fig. 1). An optical texture formed by lattice defects was observed under the polarizing microscope, which was due to the characterization of entropy-induced phase transitions of OPC. After being subjected to an external shear force, the rigid chains of liquid crystal materials maintain molecular orderliness, while the flexible chains adjust their orientation in response to mechanical variations. The change in orientation of flexible chains not only improved the orderliness of materials but also drove the change in molecular position ordering of rigid chains when such changes accumulated to a certain extent. These alterations eventually led to the formation of lattice defects inside the material and further resulted in texture changes. The increase in the crystallinity index following shear force application implied an improvement in the orderliness of the materials, and the change in grain size was related to the change in the molecular position of the rigid chain.

In addition, the complex phase behavior of OPC is determined by the structural mosaic of rigid chains and flexible chains. Within the detection range of rheological characterization, a phase transition was observed in OPC. In the 1–10 rad region, the stress hysteresis of the flexible chain resulted in the tendency of viscous deformation. In the 10–100 rad region, the rigid chain dominated, and the stress hysteresis of the flexible chain attenuated, leading to a higher tendency of elastic deformation in OPC. The OPC substrate exhibited the highest CSps production efficiency among the three groups (Fig. 2c). The density of CSps in the OPC group was 500 times greater than that in the PS group, while it was 10 times higher than that in the ULA group. These findings showed that OPC could rearrange the liquid crystal units in response to external stress, and the characteristics of mechanical responsiveness could promote CSps formation, which could satisfy the demand for large-scale CSps production in clinical applications.

The sizes of 3D spheroids have a significant influence on cell viabilities. Spheroids within 200 μm in diameter could grow under sufficient nutrition and oxygen supply, which was beneficial for delaying the formation of hypoxic cores and maintaining the viability of their internal cell populations^41,42^. In this study, different sizes of CSps were observed in the PS, ULA, and OPC groups. CSps cultured on the OPC substrate were observed to form 70–140 μm in diameter within five days (Fig. 2b), and the internal cells in the OPC-CSps maintained normal cell ultrastructure (Fig. 3e). In contrast, the ULA spheroids were 100-470 μm in diameter and beyond the size of effective nutrient and oxygen transportation^43^, so the ULA-CSps showed serious cell damage in the core of ULA-CSps with a higher portion of apoptosis (Fig. 3e, f). Owing to the mechanical cues from OPC, massive CSps with controllable size and favorable bioactivity could be obtained effectively.

In addition, cell‒cell and cell-ECM contacts also greatly affect the phenotypes of the cells in CSps. 

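Most genes of integrins and of the focal adhesion plaque, which ties the actin cytoskeleton to the matrix, were lower in the ULA group and in the OPC group than in the PS group. Of 36 measured genes, 29 were lower and 6 higher in the ULA group, and 28 were lower and 6 higher in the OPC group, at an adjusted p of at most 0.05 from limma (the same numbers when adjusted over the list alone). Vinculin (Vcl), a plaque protein, lies on chromosome 15 of rn6 from 3455211 to 3544702 and had 129 ± 0.763 FPKM (SD, n = 3) in the PS group, 25.3 ± 0.150 in the ULA group (log2FC -2.30, standard error 0.03, adjusted p = 6.18e-11 from limma) and 36.9 ± 1.32 in the OPC group (log2FC -1.77, standard error 0.03, adjusted p = 3.6e-10 from limma). Filamin A (Flna), which crosslinks actin, had 615 ± 2.57 FPKM in the PS group, 116 ± 2.99 in the ULA group and 168 ± 7.39 in the OPC group. In the ULA group, the actin crosslinker gene Actn1 fell from 374 ± 3.44 to 56.9 ± 1.82 FPKM, and the collagen-binding integrin gene Itga11 fell from 129 ± 4.58 to 8.94 ± 0.399 FPKM. In the OPC group, the caveolin gene Cav1 fell from 304 ± 3.23 to 48.8 ± 4.73 FPKM and Actn4 fell from 289.8 ± 2.57 to 88.1 ± 4.86 FPKM. Actn1 and Actn4 each overlap another gene on the opposite strand. Integrin genes also rose. Itgb8, which encodes an integrin chain that binds latent TGF-β, had 5.21 ± 0.106 FPKM in the PS group, 27.0 ± 1.36 in the ULA group and 40.7 ± 1.03 in the OPC group. Itga5, a chain of the fibronectin receptor, rose in the ULA group from 35.4 ± 1.14 to 92.5 ± 1.98 FPKM, and Itgb3, a chain of the vitronectin receptor, rose in the OPC group from 3.26 ± 0.438 to 19.7 ± 0.340 FPKM. The list had a median log2FC of -0.87 in the ULA group (adjusted p = 3.22e-08 from camera) and -0.73 in the OPC group (adjusted p = 7.45e-09 from camera), and in each an adjusted p = 0.162 with an estimated correlation. Genes of collagens and matrix glycoproteins moved both ways. Of 36 measured, 15 were higher and 18 lower in the ULA group (the same when adjusted over the list alone), and 13 were higher and 17 lower in the OPC group (13 and 18 when adjusted over the list alone). Elastin (Eln) had 47.0 ± 1.90 FPKM in the PS group, 3.79 ± 0.345 in the ULA group and 6.73 ± 0.264 in the OPC group, and tenascin C (Tnc) had 164 ± 2.61, 28.8 ± 0.266 and 21.9 ± 1.81 FPKM. Col11a1 had 401 ± 2.63 FPKM in the PS group, 33.7 ± 0.562 in the ULA group and 60.2 ± 9.61 in the OPC group. Col8a1 fell in the ULA group from 526 ± 4.71 to 128 ± 2.84 FPKM, and Col14a1 fell in the OPC group from 156 ± 1.45 to 47.0 ± 4.98 FPKM. The proteoglycan gene decorin (Dcn) rose in the ULA group from 9.38 ± 0.461 to 108 ± 2.80 FPKM, and periostin (Postn) rose from 472 ± 4.91 to 3589 ± 81.5 FPKM. In the OPC group, versican (Vcan) rose from 30.9 ± 1.49 to 375 ± 15.4 FPKM and osteopontin (Spp1) rose from 311 ± 9.57 to 3047 ± 239 FPKM. The matrix list had an adjusted p of 0.564 in the ULA group and 0.106 in the OPC group from camera. Its direction from camera was downward in both, whereas fry, which does not compare the list with other genes, gave an upward direction in both, with an adjusted p of 1.56e-04 in the ULA group and 0.102 in the OPC group.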

Compared to the PS group, the expression of CD31 and CD34 significantly increased in the ULA group and the OPC group (Fig. 2d), and the focal adhesion pathway of these 2 groups significantly differed from the PS group, which could be related to their higher efficiency in 3D spheroid formation. It is widely studied that the ECM components and the cell-cell contacts within the 3D cells spheroids have significant changes than the 2D culture, and these results showed CDCs in 3D spheroids may enhance their phenotypes towards endothelial cells via the change of microenvironmental cues in the ECM^44^, but more studies are needed to verify this assumption. The different portions of CD90^+^ cells could be observed when cultured on the PS, ULA, and OPC substrates, so it is reasonable to assume that the expression level of CD90 could be regulated by the physical and chemical environments provided by each substrate. In addition, several studies have shown that a decrease in mesenchymal markers, such as CD90, could lead to an improvement in the pluripotency of spheroid cells^45,46^. In this study, compared with the PS group and the ULA group, the OPC group showed the lowest expression level of CD90 and the highest expression levels of pluripotency markers, including *Nanog*, *Sox2*, and *Oct4* (Fig. 3h). Furthermore, the highest expression of the cardiovascular progenitor marker KDR and the cardiac fibro-adipogenic progenitor marker Sca-1 was observed in the OPC group (Fig. 2d). In conclusion, culturing CDCs on the OPC substrate could not only obtain more progenitors in the CDC population but also facilitate their differentiation into the endothelial lineage.

In addition to favorable cell bioactivities, improving cellular resistance to oxidative stress and the inflammatory environment is another key issue in cell therapy. Following acute MI, the degradation of the extracellular matrix and the cytokines released by dead cardiomyocytes lead to serious inflammation, and massive host cells induce pyroptosis^47^. Caspase-1 and IL-1β are the classical factors of the pyroptosis signaling pathway. In this study, pyroptosis of the external cells of CSps was induced by mechanical cues from OPC, with the activation of caspase-1 and an increase in the release of IL-1β (Fig. 3a–d). Meanwhile, by receiving the proper stimulation from external pyroptosis, the internal cells with higher bioactivities exhibited an improved paracrine effect, and improved *VEGF, HGF, IGF-1*, and *bFGF* were observed (Fig. 3i). In addition, compared with the hypoxic microenvironment in CSps from the ULA group, the cellular proliferation activity of OPC-CSps was maintained (Fig. 3g). Therefore, these results demonstrated that the OPC substrate could provide proper stimulation for CSps to improve cellular paracrine effects and maintain their proliferation ability.

Cellular inflammation is directly related to oxidative stress, and improving antioxidative stress ability is vital for cell survival in MI cell therapy. When exposed to oxidative stress, the generated hydroxyl radicals can react with all biological macromolecules, causing DNA, protein, membrane damage, and ultimately cell death. Mitochondria are the center of energy metabolism, and they control many signals in cell fate programs^48^. It was reported that enhancing mitochondrial respiration and function could reduce the damage caused by oxidative stress^49^. In this study, compared to the PS group and the ULA group, the OPC-CSps exhibited higher mitochondrial density and membrane potential levels (Fig. 4i, j). It was reported that cells in hypoxia would lead to mitochondrial damage^50^, and with a compact core in the CSps, the ULA group showed lower oxidative stress resistance. In contrast, under the proper stimulation induced by OPC, the CSps in the OPC group could acquire the ability to resist oxidative stress before transplantation (Fig. 5). Taking these results together, CSps with improved oxidative stress resistance could be obtained using OPC as the culture substrate.

Furthermore, RNA-seq analysis was employed to investigate the underlying mechanism of differences in cell bioactivity and oxidative stress resistance among the three groups (Fig. 4a). The metabolic level and bioenergetic state are highly related to the availability of oxygen and nutrients^51^. In this study, DEGs between the OPC group and the ULA group were significantly enriched in the glycolysis/gluconeogenesis pathway and HIF-1 signaling pathway, but these pathways were not in the top 7 enriched pathways between the OPC group and the PS group (Fig. 4c, d). These results further proved that the structure of the OPC-CSps could satisfy the demand for internal CDC metabolism. It was reported that the enhancement of oxidative phosphorylation could surmount mitochondrial fission and functional failure^52^, while glycolysis was associated with mitochondrial dysfunction^53^. 

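In the OPC group, most glycolysis genes lay above the PS group and below the ULA group, and the other hypoxia targets moved both ways. Relative to the PS group, 16 of the 20 glycolysis and transporter genes were higher in the OPC group and the other 4 did not pass, whereas 20 of 20 were higher in the ULA group, at an adjusted p of at most 0.05 from limma (the same numbers when adjusted over the list alone). The median log2FC of this list was 0.46 in the OPC group and 1.71 in the ULA group. Pfkfb3, an activator of glycolysis, lies on chromosome 17 of rn6 from 70684134 to 70713726. It had 10.2 ± 0.340 FPKM (SD, n = 3) in the PS group and 36.8 ± 3.06 in the OPC group, close to the 38.7 ± 2.71 of the ULA group. Its log2FC in OPC vs PS was 1.75 (standard error 0.07, adjusted p = 2.54e-08 from limma). The lactate transporter gene Slc16a1 had 22.4 ± 0.502 FPKM in the PS group, 111 ± 6.26 in the ULA group and 52.1 ± 1.44 in the OPC group. Over the PS group, Slc2a1 had a log2FC of 1.29 in the OPC group and 3.48 in the ULA group, Pfkl had 0.82 in the OPC group, and Slc16a3 and Pgk1 had 2.94 and 2.25 in the ULA group. Of the 39 other hypoxia and HIF-1 targets, 25 were higher and 12 lower in the OPC group than in the PS group, and 31 were higher and 7 lower in the ULA group (the same numbers when adjusted over the list alone). Egln3, a prolyl hydroxylase of HIF, had 9.72 ± 0.700 FPKM in the PS group, 160 ± 12.9 in the ULA group and 73.2 ± 0.922 in the OPC group. In the OPC group, the lipase inhibitor gene Angptl4 rose from 2.18 ± 0.454 to 33.7 ± 2.23 FPKM, and Ddit4, an inhibitor of mTORC1, rose from 25.7 ± 1.00 to 92.8 ± 4.96 FPKM. The lysyl hydroxylase gene Plod1 also rose, from 86.5 ± 2.07 to 172 ± 4.58 FPKM. In the ULA group, Angptl4, Ddit4 and Plod1 had 53.3 ± 1.91, 91.4 ± 11.7 and 291 ± 14.9 FPKM. The lipoprotein receptor gene Vldlr fell in the OPC group from 228 ± 3.03 to 25.6 ± 2.21 FPKM, and Loxl2, an enzyme that crosslinks collagen, fell from 221 ± 4.05 to 76.7 ± 4.70 FPKM. In the ULA group, Bnip3, Higd1a and Fam162a, which overlaps 2 genes on the opposite strand, had log2FCs of 3.69, 3.39 and 3.14 over the PS group, and Edn1 was among the targets that fell.

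**Figure D2:**
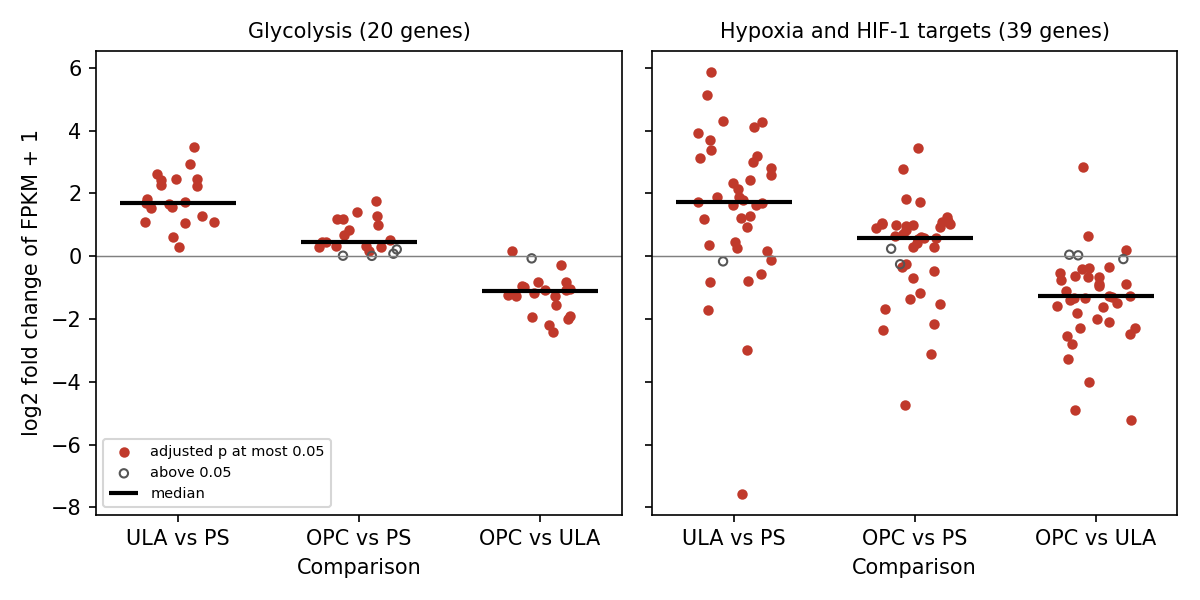
Log2 fold change of FPKM + 1 (vertical axis) of each gene of the 2 lists in the 3 comparisons (horizontal axis), with filled points for genes with an adjusted p of at most 0.05 from limma and bars for medians. The medians of the glycolysis list are 1.71 for ULA vs PS, 0.46 for OPC vs PS and -1.12 for OPC vs ULA, and those of the hypoxia list are 1.74, 0.60 and -1.28.

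Between the OPC and PS groups, 5 of the 20 glycolysis genes were DEGs, where 2.5 would be drawn by chance (adjusted p = 0.189 from the one-sided hypergeometric test). Of the 39 hypoxia targets, 18 were DEGs, where 5.0 would be drawn (adjusted p = 1.64e-06 from the same hypergeometric test). As a list, glycolysis had an adjusted p of 3.35e-04 from camera, and an adjusted p = 0.356 with an estimated correlation. The hypoxia targets had an adjusted p of 0.261 from camera, an adjusted p = 0.646 with an estimated correlation, and an adjusted p of 3.74e-05 from fry. In the ULA group, the adjusted p from camera was 7.02e-10 for glycolysis and 1.69e-06 for the hypoxia targets, and for each list an adjusted p = 0.162 with an estimated correlation. From the enrichment of the glycolysis and HIF-1 pathways between the OPC and ULA groups, and their absence from the top pathways between the OPC and PS groups (Fig. 4c, d), the paper concludes that the structure of the OPC-CSps could meet the metabolic demand of the CDCs inside them.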

In this study, the oxidative phosphorylation of OPC-CSps was enhanced, while the ULA-CSps altered their energy production toward glycolysis (Fig. 4e). Therefore, the highest ATP level was observed in the OPC group (Fig. 4h), and the OPC-CSps showed improved mitochondrial function and effective protection against cell damage in oxidative stress. In addition, the OPC group showed a significant decrease in glucose uptake levels (Fig. 4f), suggesting that the OPC-CSps may survive longer in nutrient-limited conditions. In conclusion, these results illustrated that CSps could switch toward a highly metabolically active state when cultured on the OPC substrate, which is beneficial for OPC-CSps’ long-term survival in the hostile microenvironment.

With favorable cell viabilities, superior antioxidative stress, and long-term cellular survival ability, the therapeutic effect of OPC-CSps on MI was evaluated. As the results showed, the OPC-CSps group significantly improved MI cardiac function. Compared with the overtime decline tendency of the vehicle group, a consistent increase in left ventricular systolic and diastolic function was observed in the OPC-CSps group during the 12-week observation (Fig. 6). To pursue favorable outcomes in MI therapy, reducing myocardial inflammation and rebuilding the vessel network are crucial issues for protecting cardiac structure and function. In this study, owing to the effective preconditioning treatment in vitro, the OPC-CSps acquired enhanced inflammation resistance and improved regenerative function. The transplanted CSps were tracked by Dir labeling, and the results showed that 16.18% ± 3.68% of CSps survived 4 weeks following transplantation (Fig. 6a, b). Meanwhile, a significant decrease in CD68^+^ macrophages in the border zone was observed in the OPC-CSps group (Fig. 7b, f). Moreover, effective angiogenesis within the infarcted myocardium was widely observed at 12 weeks following MI (Fig. 7b, g). Therefore, these in vivo results demonstrated that transplanting OPC-CSps could achieve satisfactory long-term cardiac function recovery by effectively reducing myocardial inflammation and promoting angiogenesis.

Furthermore, protecting normal cardiac structure was a key issue for maintaining MI cardiac function. Owing to the severe inflammation and the hostile environment following MI, excessive degradation or impaired synthesis of ECM after MI was considered to accelerate ventricular remodeling, including myocardial fibrosis and cardiac hypertrophy, and ultimately lead to heart failure^54^. Cardiac fibrosis greatly reduces cardiac function by replacing necrotic myocardial tissue with enlarged scars. In addition, massive cell death, a decrease in contractile activity in the affected zone, and increased hemodynamic burden were assumed to be the main causes of cardiac hypertrophy^55^. In this study, transplantation of OPC-CSps significantly decreased the infarct area, and an increase in viable cardiac tissue was observed (Fig. 7a, c, d), showing a beneficial effect in preventing cardiac hypertrophy (Fig. 7i–l). These results supported that transplanting OPC-CSps could greatly protect MI cardiac function by reducing ventricular remodeling.

In summary, to improve the MI therapeutic potential of CSps, a novel cell culture substrate, liquid crystal OPC, was prepared for CSps culture and preconditioning. The OPC substrate served as a special mechanical cue to effectively promote the formation of CSps of controllable size. Furthermore, the OPC-CSps exhibited significant enhancement of biological function and antioxidative stress abilities. In the rat MI model, OPC-CSps not only showed great cell retention and survival in the infarct area but also significantly improved cardiac wall thickness, angiogenesis, and long-term cardiac function. In conclusion, using the OPC substrate could satisfy the demand for large-scale CSps production with excellent cardiac regeneration abilities for MI therapy.

## Methods

### Animals

Rats were housed in specific pathogen-free conditions with 12 h day/light cycles. Rats were healthy and had free access to water and food. All animal studies were performed in accordance with the ethical guidelines of the National Guide for the Care and Use of Laboratory Animals and approved by Jinan University Animal Care and Use Committee (Approval numbers: IACUC-20210113-06). Four-week-old male *Sprague Dawley rats* (Guangdong Medical Laboratory Animal Center) were used for isolating primary CDCs, and 3-month-old female Sprague Dawley (Vital River) rats were used to establish myocardial infarction animal models. Every attempt was made to minimize the use of animals and pain.

### Preparation of the octyl hydroxypropyl cellulose ester (OPC) substrates

OPC was prepared via esterification between *hydroxypropyl cellulose* (HPC) (Sigma‒Aldrich, Mw = 100,000 g/mol) and *octanoyl chloride* (OC) (Sigma‒Aldrich). Briefly, 5.0 g HPC was dissolved in 30 mL dehydrated acetone with mild stirring. Seven milliliters OC was added to the solution when HPC dissolved completely, and the reaction was kept at 55 °C for 4 h. Then, 300 ml distilled water was added to the reaction mixture, and a cream color sticky mass was obtained after removing the liquid phase. The cream-colored sticky mass was dissolved in acetone and precipitated by adding water to the solution. This step was repeated 6 times. After dissolving in ethanol and dialyzing in distilled water 15 times to remove the residual OC, OPC could be obtained after precipitation. Finally, the OPC product was dried in a vacuum at 55 °C for 48 h.

For the preparation of the OPC substrate, a 3% OPC concentration mixture was obtained by stirring OPC and ethanol for 1 h at 20 °C. It was cast onto clean culture dishes. After the solvents evaporated at room temperature, the dishes were washed with distilled water 10 times for 4 h each time. Then, the dishes were sterilized by Co60 irradiation (15kGy).

### Characterization of OPC

The surface characteristics of OPC were observed by polarized optical microscope (Carl Zeiss Axioskop40). An atomic force microscope (BENYUAN) was used to analyze the surface roughness in on-contact mode. The measurement of the water contact angle on the OPC substrate was tested at room temperature by a contact angle meter (Kruss DSA100) with ultrapure water as the testing liquid and a humidity of 80%.

The changes in the OPC structure when subjected to a shear force were tested by X-ray diffraction (XRD, Dmax1200). Briefly, 3% OPC solution was added to the glass surface and then covered with the magnesium sheet. Next, the samples were dried by placing them in a vacuum at 55 °C for 48 h. Then, the magnesium sheet was slid by weights of equal mass with a distance of 3 mm. The XRD patterns were recorded from 5° to 40° at a step width of 0.02° and scanning speed of 8°/min.

The crystallinity index (*Cr. I*) of OPC was determined according to the Segal method and calculated using Eq. (1)^56^

1 $${{Cr}}.{{I}}=\frac{{I}_{002}-{I}_{{{{{\rm{amorph}}}}}}}{{I}_{002}}$$

where *I*_002_ is the maximum intensity of the main diffraction, and *I*_amorph_ is the intensity of the amorphous background scatter measured at 2*θ* = 18° where the intensity is minimum.

The crystallite diameter (*D*_002_) perpendicular to the (002) plane was calculated from the Scherrer Eq. (2)^57^

2 $${D}_{002}=\frac{k\lambda }{\beta \cos \theta }$$

where *K* is a Scherrer constant that equals 0.9, *λ* is the wavelength of the radiation (1.54 Å for CuKα), *β* is the width of the peak at half maximum, and *θ* is the angle of incidence.

Finally, the rheological properties of OPC were measured by a DHR-2 stress-controlled rheometer (TA Instruments). The oscillation-frequency mode at 37 °C was incorporated for rheological tests with a strain of 1% and *ω* = 1–100 rad s^−1^.

For the OPC toxicology test, 2 × 10^3^ CDCs were seeded in 96-well plates and cultured in 100 μl of CSps culture medium or OPC immersion culture medium. Ten microliters of CCK8 (Dojindo) was added to each well and incubated for 2 h every 24 h for five consecutive days, and the optical density values were recorded at 450 nm wavelengths.

### Isolation and culture of CDCs

Cardiac tissue specimens from the septum of the left ventricle were minced and digested with collagenase IV (Sigma) for 20 min at 37 °C. These tissues were plated on poly-d-lysine (Sigma)-coated dishes in CSps culture medium, which consisted of 500 ml Iscove DMEM (Corning), 1% l-glutamine (Corning), 1% penicillin‒streptomycin solution (Corning), 10% fetal bovine serum (BD Bioscience) and 0.1 mmol/L β-mercaptoethanol (Gibco). After 1–2 weeks, a monolayer of adherent cells that grew out from these tissues was harvested by 0.05% trypsin and passaged on poly-d-lysine-coated dishes. Following 3–7 days of cultivation, the CSps were collected and plated onto fibronectin-coated dishes and expanded as monolayer CDCs. All cultures were cultured in 5% CO_2_ at 37 °C.

### Preparation of CSps

Polystyrene (PS) substrate, ultralow attachment (ULA) substrate, and OPC substrate were used to culture CDCs and obtain CSps. Cells were seeded onto three different substrates at a density of 7 × 10^4^ cells/cm^2^. The formation of CSps in each group was observed by an inverted microscope (Olympus IX71) for 5 consecutive days. The diameter and the total number of CSps at the same time point were measured using ImageJ software V1.8.0.112, and at least 30 CSps from each group were randomly chosen.

### Flow cytometry test

The expression levels of the CSps surface markers CD31 (1:200, GB11063-3, Servicebio), CD34 (1:200, ab81289, Abcam), CD90 (1:200, ab225, Abcam), CD105 (1:200, ab156756, Abcam), Sca-1 (1:200, ab51317, Abcam), and KDR (1:200, sc6251, Santa Cruz) were determined by flow cytometry. After a 3-day cultivation, cells and CSps from different substrates were obtained and digested into single cells. After incubation with the primary antibodies for 1 h and the corresponding secondary antibodies for 30 min, Alexa Fluor 488 goat anti-mouse IgG (1:200, ab150113, Abcam) or Alexa Fluor 488 goat anti-rabbit IgG (1:200, ab150077, Abcam) was used. The staining results were analyzed by flow cytometry (BD FACSCanto), and a negative isotypic control was used during the analysis.

### Ultrastructure analysis

The cells and CSps from each substrate were harvested and fixed with 2.5% glutaraldehyde overnight at 4 °C. Following dehydration with a series of graded ethanol solutions, samples were immersed in 1% osmium tetroxide for 2 h. Next, the samples were embedded in resin and cut to 60 nm thickness. Then, the cell ultrastructure was visualized and photographed with transmission electron microscope (TEM, JEOL).

### Cell proliferation, apoptosis, and enzyme-linked immunosorbent assay (ELISA)

Cell proliferation was determined by CCK8 (Dojindo) after being cultivated for 3 days on each substrate. Cell apoptosis rates were determined by using the Alexa Fluor® 488 Annexin-V/Dead Cell Apoptosis Kit (Elabsicence) according to the manufacturer’s instructions. The results were analyzed and recorded by flow cytometry (BD FACSCanto). Survival cells in the Q4 gate were quantified and analyzed. Following 3 days of cultivation, the culture supernatants from each group were harvested, and the *IL-1β* concentration was measured by rat *IL-1β* ELISA kits (MEIMIAN).

### Real-time quantitative PCR (qRT-PCR)

Total RNA was extracted using TRIzol reagent. High-Capacity cDNA Reverse Transcription Kits (Thermo Fisher Scientific) were used for cDNA synthesis according to the manufacturer’s instructions. qRT-PCRs were performed on a Mini Cycler PCR instrument with SYBR Green reagent (Toyobo). Gene expression was normalized to *GAPDH* mRNA, and relative expression was calculated by 2^−ΔΔCT^. The primer sequences of the detected genes are listed in Supplementary Table 1, and the primers were synthesized by Guangzhou Generay Biotechnology Company.

### Western blot analysis

The cells and CSps cultured on the PS, ULA, and OPC substrates were lysed in RIPA buffer (Solarbio) for protein extraction. The protein concentrations of the samples were adjusted by bicinchoninic acid (BCA) protein assay (Thermo Fisher Scientific) according to the manufacturer’s protocol. Forty micrograms of protein was loaded into each lane of a 10% sodium dodecyl sulfate‒polyacrylamide gel electrophoresis (Millipore) gel and transferred to polyvinylidene fluoride membranes (Millipore). After being blocked with 5% bovine serum albumin in Tris buffered saline Tween (Biosharp) at room temperature for 1 h, the membranes were incubated with the primary monoclonal antibodies against *caspase-1* (1:500, ab1872, Abcam) and *β-actin* (1:1000, ab8226, Abcam) in TBST overnight at 4 °C, after which HRP-labeled Anti-Rabbit IgG antibody (1:2000, 7074, Cell Signaling Technology) and HRP-labeled Anti-mouse IgG antibody (1:2000, 7076, Cell Signaling Technology) was added and incubated for another 1 h. The results were visualized via enzyme-linked chemiluminescence by an ELC kit (Thermo Fisher Scientific). *β-Actin* was used as an internal control.

### Metabolic analysis of CSps

The glucose uptake ability of CDCs was evaluated by using the fluorescent glucose 2-NBDG (Cayman). After 3 days of cultivation of CDCs on different substrates, all the culture medium was removed and replaced with glucose-free DMEM containing 50 µM 2-NBDG for 30 min. Consequently, the fluorescence intensity of the cells was measured by flow cytometry (BD FACSCanto). Following a 3-day cultivation, the culture medium of each group was collected to test the extracellular lactate contents, and the reagent kit was the Lactate Colorimetric Assay Kit (Nanjing JianCheng).

For the intracellular ATP content assay, CDCs were cultured on different substrates for 3 days and formed CSps, and single cells were isolated from the CSps of each group and seeded in a 96-well plate at a density of 1 × 10^5^. The intracellular ATP content was determined by using the CellTiter-Glo Luminescent Cell Viability Assay (Promega). For the mitochondrial membrane potential measurement, digested cells were washed twice with PBS and incubated with 2 µM Rho123 (Beyotime) for 20 min in a dark environment at 37 °C. Fluorescence images were taken under a fluorescence microscope (Olympus, FV3000: Olympus FV31S-SW software displayed), and the fluorescence intensity of the cells was analyzed with ImageJ software V1.8.0.112.

### RNA-Seq analysis

According to the manufacturer’s protocol, a total RNA Kit I (Omega) was used to extract sample RNA. Sequencing was performed on the Illumina platform. The raw RNA-seq reads were aligned to the Rattus norvegicus genome (rn6) by hisat2 (version:2.1.0). Mapped reads were counted by featureCounts (v.1.6.2), and gene expression was calculated by R and the DESeq2 package. Significant differentially expressed genes (DEGs) among cells cultured on the PS, ULA, and OPC substrates were evaluated using DESeq (1.28.0), and genes with a |log2FC| ≥ 1 and an adjusted *P* value *≤* 0.05 were selected for further analysis. Hierarchical clustering was performed for DEGs using a heatmap. Kobas (3.0) was used for Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. Additionally, gene set enrichment analysis (GSEA) was carried out using GSEA v.4.2.3.

### Oxidative stress resistance level measurement

Following a 3-day cultivation, CDCs formed CSps on different culture substrate, and the CSps were subjected to H_2_O_2_ stimulation for 24 h. And then singles cells were isolated from the CSps and used for intracellular ROS and superoxide production measurement with the cellular ROS/superoxide detection assay kit (Abcam). In short, the isolated cells were incubated for ROS/superoxide detection for 30 min at 37 °C. The results were observed and recorded by a laser confocal scanning microscope (Olympus, FV3000: Olympus FV31S-SW software displayed). In addition, after the CSps were exposed following 12 h or 24 h of exposure to H_2_O_2_, CSps were digested into single cells and used to measure the cell survival rate with the Alexa Fluor® 488 Annexin-V/Dead Cell Apoptosis Kit (Invitrogen). The results were analyzed by flow cytometry (BD FACSCanto).

### Anti-inflammation ability measurement

Following a 3-day cultivation, CDCs formed CSps on different culture substrate, and the CSps were subjected to 50 ng/ml TNF-α stimulation for 12 h. And then singles cells were isolated from the CSps and used to measure the cell survival rate with the Alexa Fluor® 488 Annexin-V/Dead Cell Apoptosis Kit (Invitrogen). The results were analyzed by flow cytometry (BD FACSCanto).

### Rat MI model and CSps transplantation

The establishment of the MI model and transplantation methods were carried out. In brief, female rats aged 3 months (220 ± 20 g) were anesthetized with 3% isoflurane and ventilated through endotracheal intubation. Mechanical ventilation was provided with room air at 60 to 70 breaths min^–1^ using a rodent respirator (Taimeng Company). Subcutaneous stainless-steel electrodes were used to record the standard electrocardiogram. After shaving the chest, a left thoracotomy was performed to expose the heart at the fifth intercostal space. The left anterior descending coronary artery (LAD) was ligated using a 6-0 silk suture, and ischemia was confirmed by observing ST segment (or J point) elevation and the occurrence of cardiac cyanosis. After stabilizing for 15 min, rats in the vehicle group were transplanted with blank Matrigel, and rats in the OPC-CSps group were transplanted with OPC-CSps Matrigel suspensions (0.1 mL). OPC-CSps were transplanted into the OPC-CSps group with a total number of 5 × 10^6^ cells. For the sham group, rats were subjected to the same procedure without ligation and Matrigel injection. Finally, the animals were closed at the chest and monitored, and antibiotics and 0.9% normal saline solution were administered. Three rats from each group were killed at week 2 and cardiac samples were collected to assess macrophage infiltration. Continuous cardiac cycles were collected for 8 rats from each group.

### Ex vivo imaging analysis

Prior to transplantation, CSps were labeled with 3.5 μg/ml 1,1-dioctadecyl-3,3,3,3-tetramethylindotricarbocyanine iodide (DiR, Invitrogen) following the manufacturer’s instructions. The survival status and localization of Dir-labeled CSps were observed using a Bruker In Vivo Xtreme II Imager (Bruker). The Bruker Molecular Imaging Software (IB5438150 Rev. B 12/12) and ImageJ software V1.8.0.112 were applied for imaging processing and data analysis.

### Echocardiogram

Cardiac function and the movement of the left ventricular wall were measured using a Vevo 2100 ultrasonic system before surgery and at 4, 8, and 12 weeks postsurgery. After the rats were anesthetized with isoflurane, the four-chamber and two-chamber sections of the left ventricle were obtained by ultrasound, left ventricular end-diastolic volume (LVEDV) and end-systolic volume (LVESV) were measured using the trackball at the 4-chamber and 2-chamber sections of the left ventricle, and the left ventricle ejection factor (LVEF) was calculated by the equation: LEVF= (LVEDV-LVESV)/LVEDV*100%.

### Histology and immunochemistry assay

For cell sample preparation, CSps from each group were harvested, fixed in a 75% ethanol solution, and embedded in OCT compound, and 5μm sections were used. For tissue sample preparation, after rats were euthanized, the heart tissues were harvested, fixed in 4% paraformaldehyde, embedded in paraffin, and serially sectioned at 5μm thickness. Masson trichrome staining was performed on tissue sections. For immunofluorescence staining, the sections were blocked with 5% goat serum and then incubated with primary antibodies, including anti-caspase-1(1:100, ab1872, Abcam), anti-CD68 (1:200, 360018, Zhengneng), anti-cardiac troponin T (cTnT, 1:500, ab209813, Abcam), anti-smooth muscle alpha-actin (α-SMA, 1:300, 41550, SAB), and anti-CD31 (1:300, GB11063-3, Servicebio) at 4 °C overnight. After washing with PBS 3 times, 488 nm goat anti-rabbit (1:400, ab150077, Abcam), 594 nm goat anti-rabbit (1:400, ab150080, Abcam), 488 nm goat anti-Mouse(1:400, ab150113, Abcam), or 594 nm goat anti-Mouse (1:400, ab150116, Abcam) secondary antibodies were added and incubated for 2 h at room temperature. The dilutions were 1:200 for the primary antibody and 1:400 for the secondary antibody. Apoptosis and the cross-sectional area of myocardial cells were assessed by terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling (TUNEL) (Promega) and FITC-labeled wheat germ lectin (WGA) (1:500, Thermo Fisher Scientific) staining, respectively. DAPI showed the nuclei. All stained images were observed and photographed by laser confocal scanning microscope (Olympus, FV3000: Olympus FV31S-SW software displayed).

### Statistical analysis

All analyses were performed using GraphPad Prism 9.0 (GraphPad Software Inc). For comparisons of two groups, a two-sided Student’s *t* test was used. Comparisons of multiple groups were made using one- or two-way ANOVA. The KEGG pathway of genes were analyzed by one-side hypergeometric analysis with Benjamini–Hochberg multiple testing correction. All quantitative results were expressed as the mean ± standard deviation, and differences with a *P* value < 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source data

## Data Availability

The RNA-seq data from CDCs cultured on the PS, ULA, and OPC substrates used in this study are available in the GEO database under accession code “GSE223508”. All other data supporting the findings of this study are available within the article and its supplementary files. Any additional requests for information can be directed to, and will be fulfilled by, the corresponding author(s). Source data are provided with this paper.

# Supplementary material for: Mechanically induced pyroptosis enhances cardiosphere oxidative stress resistance and metabolism for myocardial infarction therapy
**Source:** Nat Commun. 2023 Oct 2;14:6148. doi: 10.1038/s41467-023-41700-0
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information

### Mechanically induced pyroptosis enhances cardiosphere oxidative stress resistance and metabolism for myocardial infarction therapy

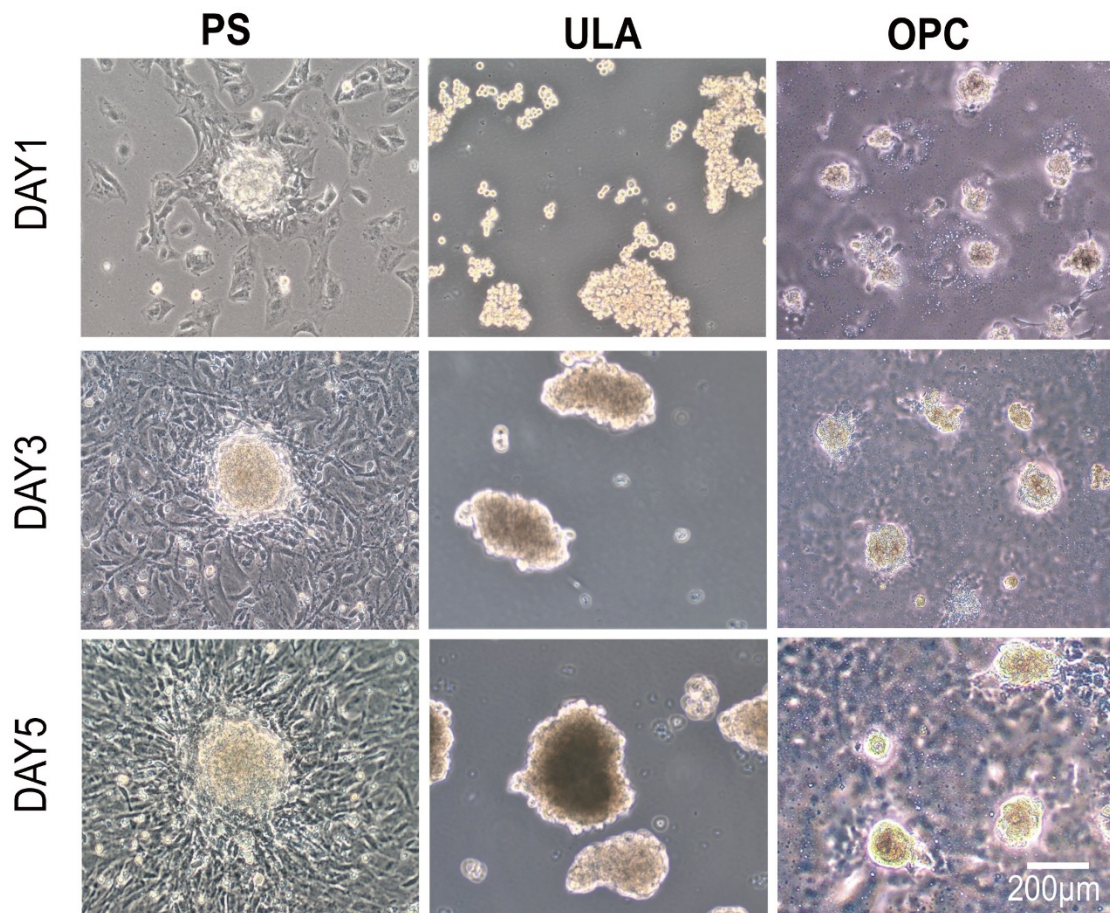

**Supplementary Fig. 1. Morphological changes of CSps on the PS, ULA, and OPC substrates in high magnification fields.** The formation of CSps on the PS substrate, the ULA substrate, and the OPC substrate were observed and recorded on day 1, 3 and 5, respectively.

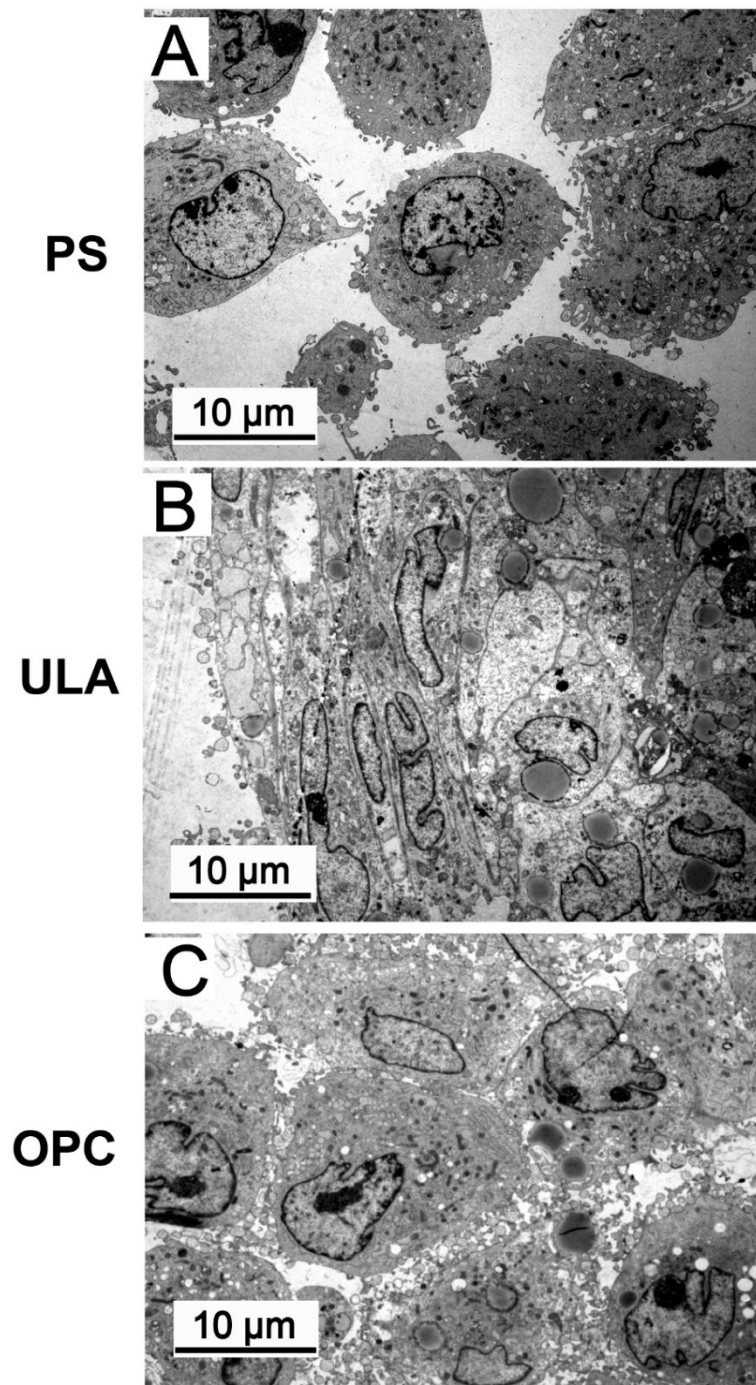

**Supplementary Fig. 2. TEM analysis results of the cellular ultrastructure in different groups.** The ultrastructure of CDCs from the PS group, the ULA group, and the OPC group are shown. Highly cell aggregation was observed in the ULA-CSps, while the cells in OPC-CSps remained certain cell-cell spaces and normal cell ultrastructure.

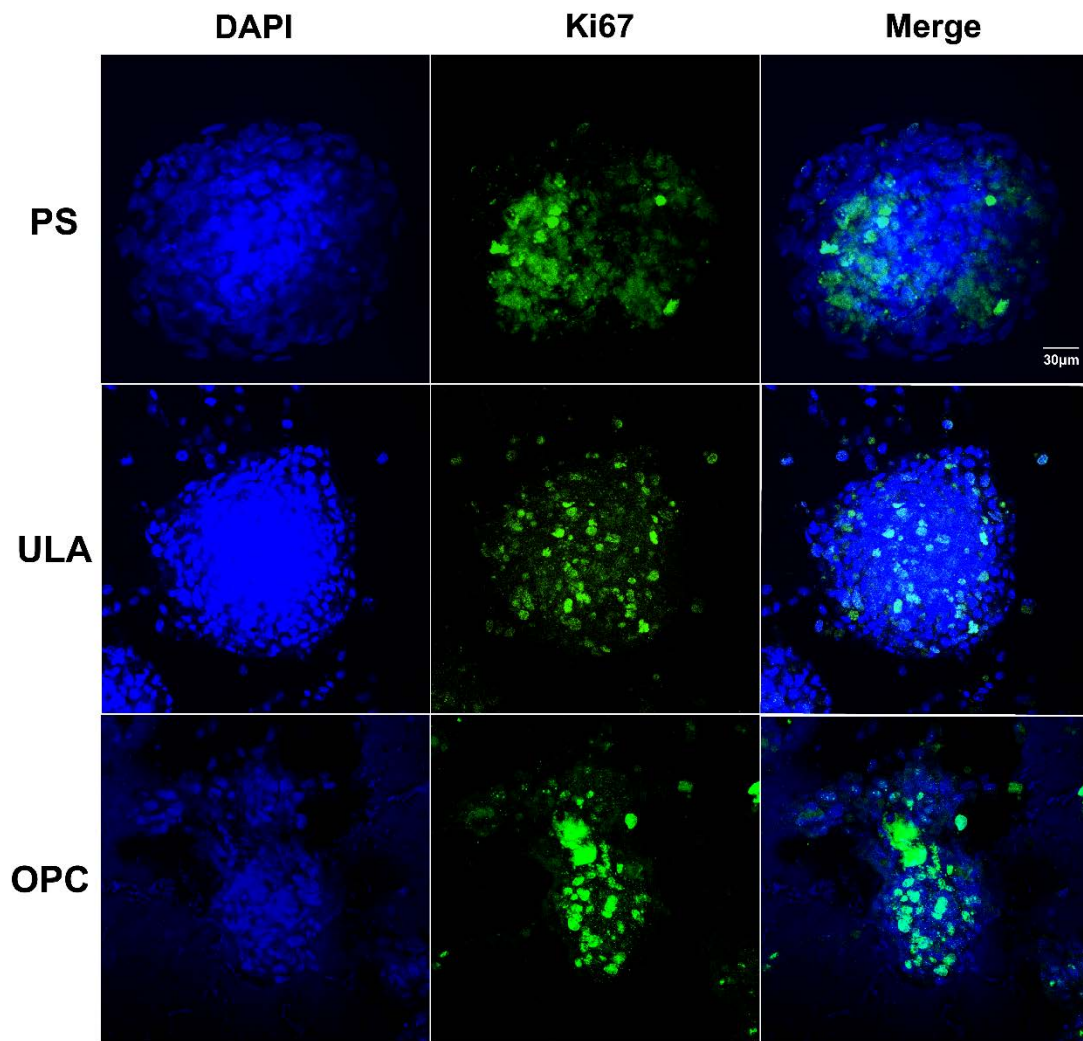

**Supplementary Fig. 3. Representative images of Ki67 immunofluorescence staining results of the CSps from each group following 3 days of cultivation.** CSps samples from each group were used for analysis. The cell nucleus was detected by staining with Dapi (blue), and the expression of anti-Ki67 antibodies (green) were co-stain to determine the proliferated cells in the CSps from each group.

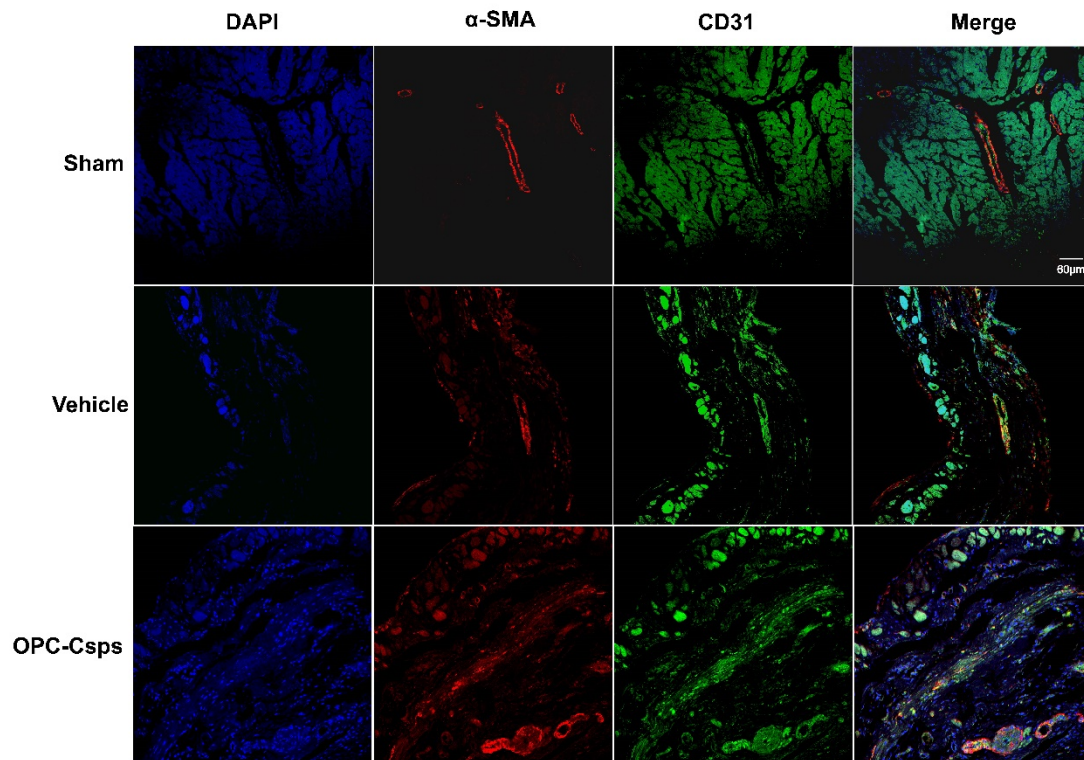

**Supplementary Fig. 4. Spilt channels images of the  $\alpha$ -SMA and CD31 immunofluorescence staining results of Fig. 7b.** Paraffin sections of the hearts from each group were used for analysis. The cell nucleus was detected by staining with Dapi (blue), and the expression of anti-CD31 (endothelial cell marker) antibodies (green) and anti- $\alpha$ -SMA (smooth muscle cell marker) antibodies (red) were co-stain to determine the vascular distribution of the left ventricle area.

**Supplementary Table 1**

| Supplementary Table 1: List of qRT-PCR primer sequences. |                         |                           |
|----------------------------------------------------------|-------------------------|---------------------------|
| Gene                                                     | Primer Forward (5'-3')  | Primer Reverse (5'-3')    |
| GAPDH                                                    | AAGGTCGGAGTCAACGGATTT   | AGATGATGACCCTTTTGGCTC     |
| Caspase-1                                                | ATGGCCGACAAGGTCCTGAGG   | GTGACATGATCGCACAGGTCTCG   |
| IL-1 $\beta$                                             | GCAGGCAGTATCACTCATTGT   | GGCTTTTTTGTGTTCATCTC      |
| Oct4                                                     | AAGAGGATCACCTTGGGGTACA  | CACCAGGGTCTCCGATTTG       |
| Nanog                                                    | CTTGCCGTTGGGCTGACAT     | GCTTTAGCTTGGGATTGCTAGAA   |
| Sox2                                                     | CTTCGCAGGGAGTTCTCAAAA   | TTCTTCCTTGTCTGTAACGGTC    |
| VEGF                                                     | CGACAGAAGGGGAGCAGAAA    | GCTGGCTTTGGTGAGGTTTG      |
| HGF                                                      | CCTTCGAGCTATCGCGGTAA    | GAATTTGTGCCGGTGTGGTG      |
| IGF-1                                                    | CAAAATGAGCGCACCTCCAA    | CTTCAGCGGAGCACAGTACA      |
| bFGF                                                     | GATCCCAAGCGGCTCTACTG    | CCGTGACCGGTAAGTGTGTG      |
| HK2                                                      | CCAGCAGAACAGCCTAGACC    | AGATGCCTTGAATCCCTTTG      |
| LDHA                                                     | TTGTTGGGGTTGGTGC        | TCCCTCTTGCTGACGG          |
| PFKL                                                     | CCAGCCACCATCAGCAACAA    | TGTCTGTCTTCATCTTCTCTGTCAT |
| CS                                                       | CCGTGCTCATGGACTTGGGCCTT | CCCCTGGCCCAACGTAGATGCTC   |
| COXII                                                    | AGAAGCGAGGACCTGGGTTCA   | ACACCTCTCCACCGATGACCTG    |
| IDH2                                                     | CCCATCACCATTGGCAGACAC   | CCTCCGGCAGGGAAGTTATACA    |
| SDHA                                                     | CTCTTTCCTACCCGCTCACATAC | TGTCATAGAAATGCCATCTCCAG   |
| MDH2                                                     | TTGCATCATTTCCAACCCAG    | TGAAAACCTTCGGCTGTGATGG    |

# Supplementary material for: Mechanically induced pyroptosis enhances cardiosphere oxidative stress resistance and metabolism for myocardial infarction therapy
**Source:** Nat Commun. 2023 Oct 2;14:6148. doi: 10.1038/s41467-023-41700-0
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Flow cytometry was collected with a BD FACS Canto (BD Bioscience). qRT-PCR was run using a Mini Cycler PCR instrument (Bio-rad Laboratories). Cell ultrastructure was visualized with transmission electron microscope (JEOL). Sequencing was performed on the Illumina NovaSeq 6000 platform. Transthoracic echocardiography was performed using a Vevo 2100. An inverted microscope (Olympus IX71) and laser confocal scanning microscope (Olympus, FV3000) were used for observing the morphology of CSps and the stained images, respectively.
Data analysis	Flow cytometry data was analyzed by Flow Jo software (BD Bioscience, V 10.8.1). Image J software V1.8.0.112 was used for section quantification and cell morphology measurements. Olympus FV31S-SW software and Bruker Molecular Imaging Software (IB5438150 Rev. B 12/12) were both used for analysis. Statistical analysis was performed using GraphPad Prism version 9.0 software. Significant differentially expressed genes (DEGs) among cells cultured on the PS, ULA, and OPC substrates were evaluated using DESeq (1.28.0). Kobas (3.0) was used for Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. Gene set enrichment analysis (GSEA) was carried out using GSEA v.4.2.3.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. The experimental data generated in this study are provided in the Source Data file. The RNAseq data from CDCs cultured on the PS, ULA, and OPC substrates used in this study are available in the GEO database under accession code GSE223508 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223508>].

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Power analysis was used to estimate the sample size of the experiments. A preliminary experiment was performed with a control group and a model group, mean value, standard deviation, and monitor parameters (e.g. LVEF% in the in vivo experiment) were collected. Then power analysis was performed to estimate the sample size with two-side Student's t test or one-way ANOVA, and the significance level of 0.05 and statistical power of 0.9 were used. By following this procedure, we can get that the estimated sample size, and the final sample size were further adjusted according to the practical feasibility, ethical factors and resource availability. The minimum sample size of the in vivo experiment was calculated as 6.5, and finally 8 animals were used in each group considering the uncontrollable factors. For the in vitro experiments sample size was performed with a minimum of 3 independent experiments.
Data exclusions	No data was excluded.
Replication	Each experimental protocol was successfully replicated a minimum of three times.
Randomization	All samples were randomly selected and assigned to each group for analysis.
Blinding	For in vivo animal experiments, investigators were blinded to surgical procedures, injections, and analysis. Blinding was not feasible for in vitro experiments since implementation needed treatment groups to be revealed to the researcher as part of the study design for accurate execution. Recording the outcomes assessments was done with the utmost objectivity at all times. Results were trustworthy, there were numerous assessments of the results, high levels of agreement among the various assessors, and instrumentation was used that allowed for objective quantification. Together, these steps reduce the possibility of bias affecting data processing and interpretation.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

CD31 Servicebio Cat#: GB11063-3
 CD34 Abcam Cat#: ab81289
 CD90 Abcam Cat#: ab225
 CD105 Abcam Cat#: ab156756
 Sca-1 Abcam Cat#: ab51317
 KDR Santacruz Cat#: sc6251
 Alexa Fluor 488 goat anti-mouse IgG Abcam Cat#: ab150113
 Alexa Fluor 488 goat anti-rabbit IgG Abcam Cat#: ab150077
 Alexa Fluor 594 goat anti-rabbit IgG Abcam Cat#: ab150080
 Alexa Fluor 594 goat anti-mouse IgG Abcam Cat#: ab150116
 HRP-labeled Anti-Rabbit IgG antibodies Cell Signal Technology Cat#: 7074
 HRP-labeled Anti-Rat IgG antibodies anti-mouse Cell Signal Technology Cat#: 7076
 caspase-1 Abcam Cat#: ab1872
 β -actin Abcam Cat#: ab8226
 CD68 ZhengNeng Cat#: 360018
 Cardiac troponin T (cTnT) Abcam Cat#: ab209813
 Smooth muscle alpha-actin (α -SMA) SAB Cat#: 41550

Validation

1 CD31 Servicebio Cat#: GB11063-3
 website: <https://www.servicebio.cn/search-result?search=GB11063-3>
 Species human, mouse, rat Applications: IHC/IF
 Reference? ① Wu, J. et al. Immunity-and-matrix-regulatory cells derived from human embryonic stem cells safely and effectively treat mouse lung injury and fibrosis. Cell research 30,794-809(2020). PMID 32546764 Application: IFIF 46.297
 ② Zeng, Y. et al. Anti-angiogenesis triggers exosomes release from endothelial cells to promote tumor vasculogenesis. J Extracell Vesicles 8,1629865-1629865(2019). PMID 31258881 Application: IHCIF 25.841

2 CD34 Abcam Cat#: ab81289
 Website: <https://www.abcam.cn/products/primary-antibodies/cd34-antibody-ep373y-ab81289.html>
 Species Rabbit Applications: WB, IHC-P, ICC/IF, IP, IHC-Fr, Flow Cyt (Intra)
 Reference? ① Lefort S et al. De novo and cell line models of human mammary cell transformation reveal an essential role for Yb-1 in multiple stages of human breast cancer. Cell Death Differ 29:54-64 (2022).
 ② You D et al. miR-223-3p inhibits the progression of atherosclerosis via down-regulating the activation of MEK1/ERK1/2 in macrophages. Aging (Albany NY) 14:1865-1878 (2022).

3 CD90 Abcam Cat#: ab225
 Website: <https://www.abcam.cn/products/primary-antibodies/cd90--thy1-antibody-mrc-ox-7-hematopoietic-stem-cell-marker-ab225.html>
 Species Mouse Applications: ICC, WB, Flow Cyt (Intra)
 Reference? ① Zhu K et al. Effect of lentivirus-mediated growth and differentiation factor-5 transfection on differentiation of rabbit nucleus pulposus mesenchymal stem cells. Eur J Med Res 27:5 (2022).
 ② Zhang Y et al. Sirt5-mediated desuccinylation of OPTN protects retinal ganglion cells from autophagic flux blockade in diabetic retinopathy. Cell Death Discov 8:63 (2022).

4 CD105 Abcam Cat#: ab156756
 Website: <https://www.abcam.cn/products/primary-antibodies/cd105-antibody-oti8a1-ab156756.html>
 Species Mouse Applications: WB, ICC/IF, Flow Cyt (Intra)
 Reference? ① Niu W et al. Platelet-Derived Growth Factor Stimulated Migration of Bone Marrow Mesenchymal Stem Cells into an Injectable Gelatin-Hydroxyphenyl Propionic Acid Matrix. Biomedicine 9:N/A (2021).
 ② Guillaumat-Prats R et al. Alveolar Type II Cells or Mesenchymal Stem Cells: Comparison of Two Different Cell Therapies for the Treatment of Acute Lung Injury in Rats. Cells 9:N/A (2020).

5 Sca-1 Abcam Cat#: ab51317
 Website: <https://www.abcam.cn/products/primary-antibodies/ly-6ae-sca-1-antibody-e13-161-7-hematopoietic-stem-cell-marker-ab51317.html>
 Species Rat Applications: Flow Cyt, ICC/IF
 Reference

- ① Figeac F et al. Impaired Bone Fracture Healing in Type 2 Diabetes Is Caused by Defective Functions of Skeletal Progenitor Cells. *Stem Cells* 40:149-164 (2022).
- ② Zhou X et al. SM22 α -lineage niche cells regulate intramembranous bone regeneration via PDGFR β -triggered hydrogen sulfide production. *Cell Rep* 39:110750 (2022).
- 6 KDR Santacruz Cat#: sc6251
Website: <https://www.scbt.com/p/vegfr2-antibody-a-3?requestFrom=search>
Species: Rat Applications: Flow Cyt, ICC/IF
Reference? ① Di Nisio V, Rossi G, Chiominto A, Pompili E, Cecconi S. Do Aging and Parity Affect VEGF-A/VEGFR Content and Signaling in the Ovary? - A Mouse Model Study. *Int J Mol Sci.* 2023 Feb 7;24(4):3318.
② Fiorimanti MR, Cristofolini AL, Moreira-Espinoza MJ, Rabaglino MB, Barbeito CG, Merkis CI. Placental vascularization in middle and late gestation in the pig. *Reprod Fertil.* 2022 Mar 8;3(1):57-66.
- 7 Alexa Fluor 488 goat anti-mouse IgG Abcam Cat#: ab150113
Website: <https://www.abcam.cn/products/secondary-antibodies/goat-mouse-igg-hl-alex-fluor-488-ab150113.html>
Species: Goat Applications: IHC-Fr, ICC/IF, ELISA, Flow Cyt, IHC-P
Reference: ① Kraljević M et al. Prognostic and predictive significance of VEGF, CD31, and Ang-1 in patients with metastatic clear cell renal cell carcinoma treated with first-line sunitinib. *Biomol Biomed* 23:161-169 (2023).
② Asif H et al. Title: β 3 Adrenergic Receptor Signaling in the Human Myometrium. *Reprod Sci* 30:124-134 (2023).
- 8 Alexa Fluor 488 goat anti-rabbit IgG Abcam Cat#: ab150077
Website: <https://www.abcam.cn/products/secondary-antibodies/goat-rabbit-igg-hl-alex-fluor-488-ab150077.html>
Species: Goat Applications: ICC/IF, Flow Cyt, IHC-P, ELISA, IHC-Fr
Reference? ① He XF et al. Inhibition of phosphorylated calcium/calmodulin-dependent protein kinase II α relieves streptozotocin-induced diabetic neuropathic pain through regulation of P2X3 receptor in dorsal root ganglia. *Purinergic Signal* 19:99-111 (2023).
② Jin L et al. ROS-responsive 18 β -glycyrrhetic acid-conjugated polymeric nanoparticles mediate neuroprotection in ischemic stroke through HMGB1 inhibition and microglia polarization regulation. *Bioact Mater* 19:38-49 (2023).
- 9 Alexa Fluor 594 goat anti-rabbit IgG Abcam Cat#: ab150080
Website: <https://www.abcam.cn/products/secondary-antibodies/goat-rabbit-igg-hl-alex-fluor-594-ab150080.html>
Species: Goat Application: IHC-Fr, ICC/IF, ELISA, IHC-P, Flow Cyt
Reference? ① Asif H et al. Title: β 3 Adrenergic Receptor Signaling in the Human Myometrium. *Reprod Sci* 30:124-134 (2023).
② Ouyang L et al. Puerarin@Chitosan composite for infected bone repair through mimicking the bio-functions of antimicrobial peptides. *Bioact Mater* 21:520-530 (2023).
- 10 Alexa Fluor 594 goat anti-mouse IgG Abcam Cat#: ab150116
Website: <https://www.abcam.cn/products/secondary-antibodies/goat-mouse-igg-hl-alex-fluor-594-ab150116.html>
Species: Goat Application: IHC-Fr, ICC/IF, ELISA, IHC-P, Flow Cyt
Reference: ① Chen Z et al. Spinal CircKcnk9 Regulates Chronic Visceral Hypersensitivity of Irritable Bowel Syndrome. *J Pain* 24:463-477 (2023).
② Scalzone A et al. An In Vitro Engineered Osteochondral Model as Tool to Study Osteoarthritis Environment. *Adv Healthc Mater* 12:e2202030 (2023).
- 11 HRP-labeled Anti-Rabbit IgG antibodies Cell Signal Technology Cat#: 7074
Website: https://www.cellsignal.cn/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074?site-search-type=Products&N=4294956287&Ntt=7074&fromPage=plp&_requestid=284743
Species: Goat Application: WB, IP, IHC, eCLIP, IF, Flow Cyt
Reference: ① Qin XD, Yang TQ, Zeng JH, Cai HB, Qi SH, Jiang JJ, Cheng Y, Xu LS, Bu F. Overexpression of mitogen-activated protein kinase phosphatase-1 in endothelial cells reduces blood-brain barrier injury in a mouse model of ischemic stroke. *Neural Regen Res.* 2023 Aug;18(8):1743-1749.
② Li XH, Zhu HC, Cui XM, Wang W, Yang L, Wang LB, Hu NW, Duan DX. Death-associated protein kinase 1 is associated with cognitive dysfunction in major depressive disorder. *Neural Regen Res.* 2023 Aug;18(8):1795-1801.
- 12 HRP-labeled Anti-Rat IgG antibodies anti-mouse Cell Signal Technology Cat#: 7076
Website: https://www.cellsignal.cn/products/secondary-antibodies/anti-mouse-igg-hrp-linked-antibody/7076?site-search-type=Products&N=4294956287&Ntt=7076&fromPage=plp&_requestid=295340
Species: horse Application: WB, IP, IHC, eCLIP, IF, Flow Cyt
Reference: ① Ryu W, Park CW, Kim J, Lee H, Chung H. The Bcl-2/Bcl-xL Inhibitor ABT-263 Attenuates Retinal Degeneration by Selectively Inducing Apoptosis in Senescent Retinal Pigment Epithelial Cells. *Mol Cells.* 2023 Jul 31;46(7):420-429.
② Mourikioti I, Polyzou A, Veroutis D, Theocharous G, Lagopati N, Gentile E, Stravokefalou V, Thanos DF, Havaki S, Klestas D, Panaretakis T, Logothetis CJ, Stellas D, Petty R, Blandino G, Papaspyropoulos A, Gorgoulis VG. A GATA2-CDC6 axis modulates androgen receptor blockade-induced senescence in prostate cancer. *J Exp Clin Cancer Res.* 2023 Jul 29;42(1):187.
- 13 caspase-1 Abcam Cat#: ab1872
Website: <https://www.abcam.cn/products/primary-antibodies/caspase-1-antibody-ab1872.html>
Note: Anti-Caspase-1 antibody is no longer available on the abcam platform (ab1872)
Species: rabbit Application: IHC-P, WB, ICC/IF Reference: ① Harris J, Hartman M, Roche C, Zeng SG, O'Shea A, Sharp FA, Lambe EM, Creagh EM, Golenbock DT, Tschopp J, Kornfeld H, Fitzgerald KA, Lavelle EC. Autophagy controls IL-1 β secretion by targeting pro-IL-1 β for degradation. *J Biol Chem.* 2011 Mar 18;286(11):9587-97.
- 14 B-actin Abcam Cat#: ab8226
Website: <https://www.abcam.cn/products/primary-antibodies/beta-actin-antibody-mabcam-8226-loading-control-ab8226.html>
Species: mouse Application: ICC/IF, IHC-P, WB
Reference: ① Wang S et al. Knockdown of circ_0004585 enhances the chemosensitivity of colorectal cancer cells to 5-fluorouracil via the miR-874-3p/CCND1 axis. *Histol Histopathol* 38:99-112 (2023).
② Fang M et al. MicroRNA-29b regulates pyroptosis involving calcific aortic valve disease through the STAT3/SOCS1 pathway. *Int J Cardiol* 371:319-328 (2023).

15 CD68 ZhengNeng Cat#: 360018

Website: <http://www.zen-bio.cn/Private/Files/638040279514478117513333108.pdf>

Species: rabbit Application: IHC-F, IHC-P, ICC/IF

Reference: Lin C, He Y, Feng Q, Xu K, Chen Z, Tao B, Li X, Xia Z, Jiang H, Cai K. Self-renewal or quiescence? Orchestrating the fate of mesenchymal stem cells by matrix viscoelasticity via PI3K/Akt-CDK1 pathway. *Biomaterials*. 2021 Dec;279:121235.

16 Cardiac troponin T(cTnT) Abcam Cat#: ab209813

Website: <https://www.abcam.cn/products/primary-antibodies/cardiac-troponin-t-antibody-epr20266-ab209813.html>

Species: rabbit Application: IHC-P, WB, Flow Cyt (Intra), ICC/IF

Reference: ① Lv L et al. Pretreatment of Nicorandil Protects the Heart from Exhaustive Exercise-Induced Myocardial Injury in Rats. *Evid Based Complement Alternat Med* 2022:7550872 (2022).

② Shi J et al. Gut microbiota profiling revealed the regulating effects of solidoside on iron metabolism in diabetic mice. *Front Endocrinol (Lausanne)* 13:1014577 (2022).

17 Smooth muscle alpha-actin (a-SMA) SAB Cat#: 41550

Website: <https://www.sabbiotech.cn/g-15233-%CE%B1-SMA-Polyclonal-Antibody-41550.html>

Species: rabbit Application: WB IHC ELISA I

Reference: ① Gui Z, Suo C, Tao J, Wang Z, Zheng M, Fei S, Chen H, Sun L, Han Z, Ju X, Zhang H, Gu M, Tan R. Everolimus Alleviates Renal Allograft Interstitial Fibrosis by Inhibiting Epithelial-to-Mesenchymal Transition Not Only via Inducing Autophagy but Also via Stabilizing I κ B- α . *Front Immunol*. 2022 Jan 24;12:753412.

② Liu Q, Wang R, Ma N, Wang C, Chen W. Telmisartan inhibits bladder smooth muscle fibrosis in neurogenic bladder rats. *Exp Ther Med*. 2022 Mar;23(3):216.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	3-month-old female Sprague Dawley rats(Vital River) ; 4-week-old female Sprague Dawley rats
Wild animals	No wild animals were used.
Reporting on sex	In order to identify the transplanted cells in the receipt animals, only 3-month-old female rats were used for established myocardium infarction animal model, and 4-week-old male rats were used for isolating primary cells and preparing for transplantation, so the therapeutic effect of transplanted CSps to MI rats were only evaluated in female animals in this study.
Field-collected samples	No field-collected samples were used.
Ethics oversight	All animal studies were performed in accordance with the ethical guidelines of the National Guide for the Care and Use of Laboratory Animals and approved by Jinan University Animal Care and Use Committee (Approval numbers: I ACUC-20210113-06).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	For cell analysis, cells were fixed in a 75% ethanol solution for 10 minutes at room temperature after being collected and then labeled with antibodies.
Instrument	BD FACSCanto
Software	Flow Jo software (V 10.8.1)
Cell population abundance	10,000 events per sample were recorded

Gating strategy

Gating was set based on the commercially available secondary antibody or isotype controls. The background was gated to 2% or less based on secondary control.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

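The RNA of rat cardiosphere-derived cells cultured for 3 days on the PS, ULA or OPC substrate was measured by RNA-Seq in 9 libraries, 3 biological replicates per group. The paper's methods name HISAT2 for alignment to rn6, featureCounts for counting, the DESeq2 package for expression values and DESeq for DEGs, and an Omega kit for RNA extraction. The submitters' processing notes name HISAT2 2.1 and StringTie 1.3.0 with rn6, and their extraction protocol names Trizol. Which tool made the values used here is not given in the sources used here. The paper's methods set DEGs at an adjusted p and the legend of Fig. 4 at a non-adjusted p, and the adjusted p was taken as the main setting.

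The authors deposited 1 table of 19919 genes by 9 libraries, whose values were read as FPKM from the values themselves, since no source names the unit. The values are not whole, each library sums to 444736.4 to 460731.7, and for 65.6 to 83.6% of 1942 to 2050 low genes (under 0.3 FPKM, tolerance 0.01 on the log2 scale) the ratio of 2 libraries is a ratio of whole reads at 1 common step, against 12.4 to 17.0% at other offsets. These steps give depths relative to the first PS library of 1.01 to 1.17 for the other PS libraries, 0.869 to 1.12 for the ULA libraries and 0.918 to 1.17 for the OPC libraries. The absolute depth is unknown, so no counting interval is given, and a listed 0 is not read as absence. Genes of the mitochondrial genome held 9.21 to 12.6% of a library's FPKM, and its 10 highest genes held 14.4 to 18.4%. No 2 libraries held identical values. Whether the counting used strand is not given in the sources used here, so genes that overlap another gene are named as such: 9 of the 122 genes searched do. Genes with close paralogs or processed copies, such as those of ribosomal proteins, actins and glycolysis enzymes, may share reads with them.

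From these values, log2(FPKM + 1) was computed for the 12513 genes with an FPKM of at least 1 in at least 3 libraries, with no further scaling. The 3 groups were fitted together with limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend, 6 residual degrees of freedom), and the contrasts OPC vs ULA, ULA vs PS and OPC vs PS were tested on both sides with Benjamini-Hochberg adjustment. The design foresaw a count test for counts and this test for FPKM. Libraries were compared by principal components and by average-linkage clustering on 1 minus Pearson's r.

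Before the data were examined, 30 gene lists were written from the pathways in Fig. 4 and from textbook biology, and the alternatives, the design and the rule for naming genes were fixed. The lists hold 726 genes, of which 668 matched 1 gene of the table (662 by symbol and 6 by another symbol), 8 matched several and were left out, and 50 were not matched and are not analysed here. The 27 lists with at least 3 tested members were tested in each comparison with camera (preset correlation 0.01) and with a one-sided hypergeometric test of DEGs against all genes tested, each adjusted by Benjamini-Hochberg over 81 tests. List members are counted as higher or lower at an adjusted p of at most 0.05 with no fold threshold. At that threshold most (6751, 8627 and 8053) of the genes tested were called in the 3 comparisons, so these counts are read beside camera. With an estimated correlation, camera called 0 lists in each comparison (smallest adjusted p 0.162), and 8, 7 and 5 lists had an unadjusted p of at most 0.05 before adjustment. Fry called 22, 25 and 23.

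Named genes are those the study names for mRNA or surface protein, the 5 higher and 5 lower DEGs of each comparison with the largest |log2FC| among genes with a symbol, a mean of at least 5 FPKM over the 9 libraries and no overlap between the groups, and, for each list and comparison described, up to 4 members with the smallest adjusted p in the main direction and up to 2 in the other. Some of these genes are not used here. Fut11, 4 targets of the aryl hydrocarbon receptor and some members of lists described among the other observations were named after their values were seen.

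The fit was tested on simulated data for 12513 genes with the spread of these libraries. In a simulated OPC vs ULA comparison, 97% of 66 genes with a |log2FC| of 0.75 passed the adjusted p, as did 100% of 67 genes at 1.5 and 100% of 67 at 3. With the fold threshold, 0% at 0.75 and 100% at 1.5 and 3 were DEGs. The changed genes were drawn only from those with a mean of at least 5 FPKM, taken on the log2 scale. Recovery of lower genes was therefore not tested. Among 12313 unchanged genes, 6 passed the adjusted p and 1 was a DEG, 1 of 1 changed list was called, and of 26 unchanged lists camera called 0. The simulated genes varied independently of each other, so these lists cannot show how often camera calls unchanged lists of correlated genes. In a simulated ULA vs PS comparison with no changed gene, 0 passed.

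Alternatives were an unadjusted p, no fold threshold, limma without a trend, upper-quartile rescaling, no filter on low values, a pseudocount of 0.1, a fit of only the 6 libraries compared, the replicate number as a block, and leaving out each library. KEGG and MSigDB gene sets were not used here. Figures were drawn with matplotlib 3.10.9.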

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

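All tests in this part were chosen only after the results were seen. In data the paper does not discuss, Cyp1a1 was higher in the OPC group than in the ULA group by a log2FC of 4.816 and Aldh3a1 by 3.566, with the ULA and PS groups as controls. Both are targets of the aryl hydrocarbon receptor, a sensor of aromatic compounds. Of 8 target genes listed, 6 were measured, and Cyp1b1 (312 ± 6.32 FPKM in the ULA group, 1014 ± 72.2 in the OPC group, SD, n = 3), Ahrr (1.27 ± 0.0994 and 9.08 ± 2.06), Tiparp (31.8 ± 0.975 and 52.9 ± 5.55) and Nqo1 (446 ± 16.4 and 940.3 ± 107) were also higher in the OPC group.

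The tables argue against a single OPC library as the source. The median log2FC of the 6 targets was still 1.811 or more whichever OPC library was left out. Cyp1a1 and Aldh3a1 were named only if their OPC and ULA libraries did not overlap, so this check could hardly turn out otherwise for them. Scaling of the libraries is too small to give the rise: upper-quartile rescaling moved the median log2FC of all genes tested only from 0.059 to -0.003. The median of the targets was 1.85 after it. The tables also argue against a general Nrf2 antioxidant response. The 27 measured genes of that list, which also holds Nqo1, had a median log2FC of 0.133. Of these, 13 were higher and 8 lower, the same when adjusted over the list alone (adjusted p = 0.564 from camera). A candidate explanation that stays open is activation of the receptor in OPC culture: the 4 targets other than Cyp1a1 and Aldh3a1 had a median log2FC of 1.383 (lowest 0.709), but they were chosen after their values were seen, so their rise is no independent test. Whether the OPC material, cell contacts or another factor would act on the receptor was not tested. The PS group, at 0.418 ± 0.638 FPKM of Cyp1a1 and 409 ± 3.58 of Cyp1b1, shows that the targets do not share 1 order across the 3 cultures.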

How the results depend on the processing

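Of these alternatives, those for the similarity of libraries and for 4 aryl hydrocarbon receptor targets and the median of all 6 were chosen after seeing the data. Unless an alternative's construction is named, the cause of a change was not tested. DEG counts moved most with no fold threshold (6751 for OPC vs ULA, 8627 for ULA vs PS, 8053 for OPC vs PS and 280 called only for OPC vs ULA) and, for OPC vs ULA, with a pseudocount of 0.1 (892), which by construction widens the folds of low genes. Under the other alternatives the counts were 479 to 563, 1889 to 2604, 1507 to 2172 and 63 to 111. With the replicate number as a block, they were 544, 1976, 1596 and 76. No pairing by number was seen in the values. Same-numbered libraries had r of -0.039 to 0.054 between their deviations from the group means, none of 9 pairs over 0.1. The same number correlated best in 3 of 18 comparisons. These correlations cannot show whether same-numbered cultures were set up together, which the sources do not say. Il11 (OPC vs ULA) was the named gene that lost its call under the block.

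Lists called by camera were 15, 13 and 12 of 27, 0 in each comparison with an estimated correlation, and 25 and 23 against the PS group with fry. With an estimated correlation the adjusted p was 0.162 for glycolysis and hypoxia targets in OPC vs ULA and ULA vs PS and for focal adhesion in both comparisons with the PS group, and 0.356 for glycolysis in OPC vs PS. With fry it was 3.74e-05 for hypoxia targets in OPC vs PS. The opposite direction was given by fry for the study's named genes (OPC vs ULA, 0.0865), matrix genes (1.56e-04 for ULA vs PS, 0.102 for OPC vs PS) and growth factors (OPC vs PS, 0.0888); by upper-quartile rescaling for respiratory subunits (OPC vs ULA, 0.645); with no filter for pericyte (OPC vs ULA, 0.999), epicardial (ULA vs PS, 0.638) and pyroptosis lists (ULA vs PS, 0.734); and by the block for the epicardial list (ULA vs PS, 0.940). Leaving out 1 library also turned 4 lists that were not called, with an adjusted p of 0.81 to 0.981 for respiratory subunits (OPC vs ULA), 0.489 to 0.985 for endothelial (ULA vs PS), and 0.514 to 0.978 (ULA vs PS) and 0.559 to 0.981 (OPC vs PS) for epicardial genes. The counts that follow leave out glycolysis and hypoxia targets in every comparison, and focal adhesion in both comparisons with the PS group. Over all others, 907 of the alternative values kept direction and side of the threshold, 39 gained a call and 45 lost one. Calls of the lists left out that were lost with an estimated correlation or gained with fry are given above and are not counted here.

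For named genes, 2269 alternative values kept direction and side, 15 lost and 4 gained a call, and 4 turned, none of them called: leaving out 1 library gave log2FCs of -0.149 to 0.012 for Casp1 and -0.087 to 0.001 for Sdha (OPC vs ULA) and -0.123 to 0.083 for Fgf2 (ULA vs PS). Upper-quartile rescaling ended the calls of Phgdh (OPC vs ULA, 0.129) and Sdha (OPC vs PS, 0.094). Library similarity, the mean r of OPC with ULA minus that of OPC with PS, was 0.0475 and was 0.0217 with no filter and 0.0439 to 0.0556 otherwise. Il1b, Pou5f1, Sox2, Cd34 and Kdr fell below the filter and were not tested.

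For 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real splits gave 542, 1978 and 1591 DEGs and 1 of 10 splits reached each count, with 1 as the highest other; for lists they gave 15, 13 and 12, again with 1 split each, and 14, 11 and 11 as the highest other, so with its preset correlation camera calls nearly as many lists in splits that mix the groups. For the 76 DEGs called only in OPC vs ULA, 5 of 100 assignments gave as many, with 282 as the highest other, so chance cannot be excluded for this count. The 4 others that reached it keep 1 culture group whole against mixtures, which follows the structure of the samples; assignments that keep no group whole gave at most 1.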

Differences from the paper's values

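The paper's values are counts of DEGs, made from counts with DESeq or DESeq2, at a |log2FC| of at least 1 and an adjusted p (methods) or a non-adjusted p (legend of Fig. 4) of at most 0.05. The values here come from FPKM with limma at the same fold and adjusted p. Between the OPC and ULA groups, 542 DEGs were found, where the paper reports 1251. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 892, within 1.5 times the paper's value, and the others, the non-adjusted p (550) included, did not come that close. For DEGs between OPC and ULA that were not DEGs against the PS group, 76 were found, where the paper reports 232. With no fold threshold 280 were found, within 1.5 times, and the others, a pseudocount of 0.1 (111) included, stayed further away. Between ULA and PS, 1978 DEGs were found, where the regions of the Venn diagram in the paper add up to about 3100 in Fig. 4b, read by eye. Between OPC and PS, 1591 were found, where they add up to about 2500 in Fig. 4b, read by eye. In both, a pseudocount of 0.1 came within 1.5 times (2604 and 2172) and the others did not.

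The paper's qPCR and flow cytometry used other samples of these cultures, and directions are set here beside the RNA-Seq values (FPKM, mean ± SD, n = 3, in the order PS, ULA and OPC). The qPCR values are relative to GAPDH mRNA, and flow cytometry gives shares of cells positive for a protein, so neither is the same measure as FPKM. Gapdh was not matched in these data, so its own change is not known here. Of 20 measured glycolysis genes, 20 were higher in the ULA group and 16 in the OPC group than in the PS group. For caspase-1 the paper reports the highest mRNA in the OPC group, whereas Casp1 was 1.60 ± 0.194, 3.17 ± 0.464 and 2.96 ± 0.233, above the PS group in the ULA and OPC groups and with an adjusted p of 0.609 from limma between OPC and ULA. The paper's caspase-1 and IL-1β results also include protein, by staining, western blot and ELISA, which RNA values do not measure. Il1b, Pou5f1, Sox2 and Kdr, also reported highest in the OPC group (KDR as protein), fell below the filter and were not tested. Of the 5 oxidative phosphorylation genes that the paper reports highest in the OPC group, 3 (Cs, Mdh2 and Mt-co2) were above the ULA group, and Idh2 and Sdha did not pass (adjusted p 0.116 and 0.411 from limma). The paper's COXII was taken as Mt-co2 from its name. The primers listed for COXII were not matched to a gene here, so its qPCR may have measured another transcript than Mt-co2. Idh2 was called higher than in the ULA group without OPC 2 (log2FC 0.12, adjusted p 0.0312 from limma), and Sdha was called lower after upper-quartile rescaling (log2FC -0.12, adjusted p 0.0443 from limma). Against the PS group, Cs (73.1 ± 1.96, 54.0 ± 3.47, 64.2 ± 2.16), Idh2 (43.8 ± 0.820, 32.3 ± 0.0888, 34.3 ± 1.79) and Mdh2 (109 ± 3.56, 58.3 ± 4.01, 83.7 ± 2.19) were lower in the OPC group. Mt-co2 (7028 ± 228, 4951 ± 337, 6485 ± 283) did not pass, with an adjusted p of 0.114 from limma and of 0.0238 from limma after upper-quartile rescaling. Sdha (39.0 ± 0.506, 45.8 ± 3.04, 44.2 ± 1.60) was higher with an adjusted p of 0.0114 from limma that became 0.0895 after upper-quartile rescaling. Idh2 overlaps Zfp710 on the opposite strand. For the glycolysis genes Hk2 (8.26 ± 0.682, 50.0 ± 4.51, 23.4 ± 1.32), Ldha (247 ± 6.34, 722 ± 25, 305 ± 11.5) and Pfkl (33.0 ± 0.427, 106 ± 3.04, 59.1 ± 2.73) the fall from ULA to OPC was also found here. Against the PS group, where the paper reports no difference, they were higher in the OPC group by log2FCs of 1.40, 0.30 and 0.82. Of the 4 growth factors that the paper reports highest in the OPC group, Hgf (2.54 ± 0.172, 10.4 ± 1.15, 24.1 ± 3.48) and Igf1 (9.79 ± 0.721, 24.9 ± 1.18, 42.6 ± 2.47) were highest there. Vegfa (112 ± 5.15, 494 ± 21.9, 199.8 ± 4.21) was highest in the ULA group. Fgf2 (2.71 ± 0.212, 2.68 ± 0.523, 2.43 ± 0.737), which overlaps Nudt6 on the opposite strand, did not pass in any comparison. The paper reports the lowest CD90 by flow cytometry in the OPC group. Its gene Thy1 (137 ± 2.93, 20.9 ± 1.24, 29.3 ± 7.31) was below the PS group in the ULA and OPC groups and higher in OPC than in ULA by a log2FC of 0.44, a call lost without ULA 1 or ULA 3 (adjusted p 0.0562 and 0.0580 from limma). Without OPC 3 the log2FC was 0.26. CD105, which the paper reports as not different, has its gene Eng at 40.2 ± 1.01, 61.2 ± 2.57 and 65.3 ± 2.58, higher in the ULA and OPC groups than in the PS group. The paper reports more CD34-positive cells in the ULA and OPC groups than in the PS group. Its gene Cd34 fell below the filter and was not tested, at 0 to 0.033 FPKM in PS, 0.956 to 1.28 in ULA and 0 to 0.126 in OPC libraries. The genes of CD31 (Pecam1) and Sca-1 (Ly6a) were not matched in these data.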

Other observations

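Besides hypoxia targets, genes of the unfolded protein response stood out between the OPC and ULA groups. Of 26 measured, 21 were lower and 1 higher in the OPC group (the same when adjusted over the list alone; adjusted p = 7.57e-10 from camera, adjusted p = 0.187 with an estimated correlation). The chaperone genes of the endoplasmic reticulum Hspa5 and Hsp90b1 had 412 ± 2.54 and 303 ± 1.61 FPKM (SD, n = 3) in the PS group, 1486 ± 160 and 1522 ± 155 in the ULA group, and 366 ± 8.16 and 316 ± 15.2 in the OPC group. Pdia4 fell from 671 ± 43.7 FPKM in the ULA group to 139 ± 5.05 in the OPC group and Creld2 from 204 ± 25.6 to 21.7 ± 0.350. The serine synthesis gene Phgdh was the gene that rose, by a log2FC of 0.19 (adjusted p = 0.017 from limma), a call lost after upper-quartile rescaling and without ULA 2, ULA 3 or OPC 3 (log2FCs 0.13, 0.16, 0.18 and 0.17). Targets of YAP and TEAD, which respond to cell spreading, had 15 of 19 higher and 1 lower in OPC than in ULA (the same when adjusted over the list alone; adjusted p = 5.94e-05 from camera, adjusted p = 0.162 with an estimated correlation). Cyr61 had 762 ± 2.02 FPKM in the PS group, 46.2 ± 3.03 in the ULA group and 267 ± 11.8 in the OPC group, and Ctgf had 2879 ± 30.8, 152 ± 6.19 and 523 ± 108. Asap1 and Axl rose by 1.26 and 0.76 and Nt5e fell by 1.94 on the log2 scale. Of 23 paracrine growth factor genes, 15 were higher and 2 lower in OPC than in ULA (16 and 2 when adjusted over the list alone; adjusted p = 3.05e-03 from camera, adjusted p = 0.162 with an estimated correlation). Fgf7 rose from 56.9 ± 0.655 to 245.0 ± 36.4 FPKM, although it overlaps Fam227b on the opposite strand, Ereg from 7.35 ± 0.787 to 25.1 ± 1.85, and Angpt1 from 6.45 ± 1.10 to 28.8 ± 2.50. Gdf15 rose from 16.0 ± 1.80 to 39.4 ± 2.57, and Tgfb3 fell by 0.74 on the log2 scale, as did Vegfa at a larger fold. In OPC vs PS the same list had a median log2FC of 0.48 and a mean of 0.07, while camera gave a downward direction (adjusted p = 0.779 from camera).

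Contractile and proliferation genes were lower in the OPC group than in the PS group. Of 17 smooth muscle contractile and serum response factor targets, 17 were lower in OPC than in PS (the same when adjusted over the list alone; adjusted p = 2.71e-13 from camera, adjusted p = 0.162 with an estimated correlation). The same 17 were also lower in ULA than in PS, with a median log2FC of -2.30 against -1.92 in OPC vs PS. The fall of this list is therefore not particular to the OPC group. Tpm1 was at 211 ± 1.17 FPKM in the PS group and 32.6 ± 3.63 in the OPC group, Myl9 at 203 ± 3.27 and 9.16 ± 1.90, and Vcl and Cnn1 among the called genes. Of 30 proliferation genes, 29 were lower in OPC than in PS (the same when adjusted over the list alone; adjusted p = 1.92e-13 from camera, adjusted p = 0.286 with an estimated correlation). In turn, 22 were higher and 2 lower in OPC than in ULA (23 and 2 when adjusted over the list alone; adjusted p = 1.77e-03 from camera, adjusted p = 0.589 with an estimated correlation). Cdc20 had 16.9 ± 1.00 FPKM in the PS group, 2.27 ± 0.0825 in the ULA group and 4.19 ± 0.927 in the OPC group, and Mki67, the gene of Ki67, had 12.4 ± 0.243, 2.16 ± 0.107 and 6.30 ± 0.627. Ube2c, Tpx2 and Rrm1 fell in OPC vs PS by 1.82, 1.83 and 1.09 on the log2 scale. Of 32 lysosome and phagosome genes, 29 were higher and 2 lower in OPC than in PS (the same when adjusted over the list alone; adjusted p = 4.38e-08 from camera, adjusted p = 0.162 with an estimated correlation). The protease gene Ctsb had 485 ± 11.2 FPKM in the PS group and 2120.3 ± 120 in the OPC group, and Ctsl had 286 ± 10.2 and 702 ± 15.8. Mrc2 and Ctsh rose by 1.28 and 1.19, and Tfrc and Ctsz fell by 0.76 and 0.61 on the log2 scale. In ULA vs PS, 23 of the 32 lysosome and phagosome genes were higher and 5 lower. The median log2FC of that list was 0.56 in ULA vs PS and 0.77 in OPC vs PS. Actb, often used as a reference gene, had 4227 ± 21.0 FPKM in the PS group, 1114 ± 33.1 in the ULA group and 1618 ± 83.8 in the OPC group, and differed in each comparison, also after upper-quartile rescaling.

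Of 23 apoptosis genes, 14 were higher and 3 lower in OPC than in ULA (the same when adjusted over the list alone; adjusted p = 0.0132 from camera, adjusted p = 0.162 with an estimated correlation). Of 8 measured pyroptosis and inflammasome genes, 3 were higher and 3 lower (the same when adjusted over the list alone; adjusted p = 0.544 from camera): Nlrp3 was at 10.4 FPKM in the PS group, 0.836 in the ULA group and 1.86 in the OPC group, and Casp4 at 58.0, 49.5 and 23.4. Il1b, below the filter, was listed at 0.049 to 0.166 FPKM in PS, 0.675 to 1.01 in ULA and 0.373 to 0.838 in OPC libraries. Of 13 mitochondrially encoded subunits, 8 were higher in OPC than in ULA and the other 5 did not pass (the same when adjusted over the list alone; adjusted p = 0.0652 from camera). This list was called with fry (0.00974), with no filter (0.0138) and without ULA 1 (0.0454), and had an adjusted p = 0.646 with an estimated correlation. Of 13 genes of mitochondrial biogenesis, dynamics and mitophagy 3 were higher and 3 lower (the same when adjusted over the list alone; adjusted p = 0.544 from camera). Of the 10 pluripotency genes listed, 2 passed the filter, Klf4 (130.3, 91.7 and 70.5 FPKM in PS, ULA and OPC) and Myc (42.5, 15.5 and 11.5). Of the 6 surface markers the study measured, 2 passed it, Thy1 and Eng. Pou5f1 was listed at 0.048 to 0.166 FPKM, Sox2 at 0 to 0.034, Kdr at 0 to 0.012, and Cd34 at 0 to 0.033 in PS, 0.956 to 1.28 in ULA and 0 to 0.126 in OPC libraries. Over the genes the study names for mRNA or surface protein, 8 of 17 were higher and 4 lower in OPC than in ULA (the same when adjusted over the list alone; adjusted p = 0.779 from camera).

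Of 19 cardiomyocyte genes listed, 2 passed the filter, Actn2 at 1.92, 0.0420 and 0.102 FPKM and Pln at 1.35, 0.0204 and 0.239 in PS, ULA and OPC. Of 20 macrophage and leukocyte genes, 3 were measured and 3 were lower in OPC than in ULA (the same when adjusted over the list alone; adjusted p = 0.0107 from camera, adjusted p = 0.162 with an estimated correlation, and 0.236 with no filter): Cd14 at 18.2, 35.0 and 21.6 FPKM, Cd68 at 3.04, 39.8 and 23.9, and Lyz2 at 0.22, 1.15 and 0.456. Against the PS group, 2 of these 3 were higher in the OPC group and the other did not pass (the same when adjusted over the list alone; adjusted p = 0.164 from camera), with Cd68 at a log2FC of 2.63, in the comparison in which lysosome genes were also higher. Of 18 endothelial genes, 4 were measured, and 3 were lower in OPC than in ULA (1 higher and 3 lower when adjusted over the list alone; adjusted p = 0.0291 from camera, adjusted p = 0.356 with an estimated correlation). Among them were Flt1 at 1.05, 1.21 and 0.394 FPKM and Plvap at 0.00964, 2.02 and 0.194. This call was lost after upper-quartile rescaling (0.0524), with no filter (0.0561) and without ULA 1, ULA 2 or ULA 3 (0.193, 0.111 and 0.159). Of 18 fibroblast and mesenchymal genes, 6 were higher and 9 lower (the same when adjusted over the list alone, with an adjusted p = 0.0652 from camera). Mgp was at 2432, 23495 and 20255 FPKM and Vim at 2035, 1396 and 618. The fibroblast list was called with fry (8.15e-08) and, from camera, without ULA 2 (0.041) or ULA 3 (0.047). It had an adjusted p = 0.218 with an estimated correlation. Of 8 pericyte genes, 4 were higher and 3 lower (the same when adjusted over the list alone; adjusted p = 0.775 from camera). Of 6 epicardial genes 1 was higher and 1 lower (the same when adjusted over the list alone; adjusted p = 0.597 from camera). Of 4 adipocyte, Schwann cell and erythroid genes 1 was lower and the other 3 did not pass (the same when adjusted over the list alone; adjusted p = 0.243 from camera).

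Of the tests that follow, those on short transcripts and on proliferation were chosen only after the results were seen. Of 59 cytosolic ribosomal protein genes, 56 were lower in OPC than in PS (the same when adjusted over the list alone), with a median log2FC of -0.885 (adjusted p = 5.58e-21 from camera, adjusted p = 0.199 with an estimated correlation); Rplp0 had 1207 ± 16.2 FPKM in the PS group, 652 ± 46.4 in the ULA group and 520.1 ± 21.1 in the OPC group, and Rps16, Rps10 and Rpl31, which overlaps Tbc1d8 on the opposite strand, fell by 1.17, 1.07 and 1.07 on the log2 scale. The tables argue against the scaling of the libraries, since the median was -0.966 after upper-quartile rescaling. That rescaling moved the median log2FC of all genes tested only from 0.115 to 0.046, too small a shift to give this fall. The tables argue against a loss of short transcripts, since respiratory chain subunits, whose mRNAs are also short, had a median of -0.123 in OPC vs PS. They also argue against lower proliferation alone, since in OPC vs ULA the ribosomal protein median was -0.477 where the proliferation median was 0.456. The list was also lower in ULA than in PS, with 48 genes lower and 1 higher and a median log2FC of -0.482. That comparison had an adjusted p = 7.45e-09 from camera, and an adjusted p = 0.386 with an estimated correlation. The fall from the PS group is therefore not particular to the OPC group. A biological difference between the OPC and PS substrates stays open as untested, and so do reads shared with processed copies of these genes.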
